# White Adipose Tissue Browning in the R6/2 Mouse Model of Huntington’s Disease

**DOI:** 10.1371/journal.pone.0159870

**Published:** 2016-08-03

**Authors:** Andrew C. McCourt, Lovisa Jakobsson, Sara Larsson, Cecilia Holm, Sarah Piel, Eskil Elmér, Maria Björkqvist

## Abstract

Huntington’s disease (HD) is a fatal, autosomal dominantly inherited neurodegenerative disorder, characterised not only by progressive cognitive, motor and psychiatric impairments, but also of peripheral pathology. In both human HD and in mouse models of HD there is evidence of increased energy expenditure and weight loss, alongside altered body composition. Unlike white adipose tissue (WAT), brown adipose tissue (BAT), as well as brown-like cells within WAT, expresses the mitochondrial protein, uncoupling protein 1 (UCP1). UCP1 enables dissociation of cellular respiration from ATP utilization, resulting in the release of stored energy as heat. Hyperplasia of brown/beige cells in WAT has been suggested to enhance energy expenditure. In this study, we therefore investigated the gene expression profile, histological appearance, response to cold challenge and functional aspects of WAT in the R6/2 HD mouse model and selected WAT gene expression in the full-length Q175 mouse model of HD. WAT from R6/2 mice contained significantly more brown-like adipocyte regions and had a gene profile suggestive of the presence of brown-like adipocytes, such as higher *Ucp1* expression. Cold exposure induced *Ucp1* expression in R6/2 inguinal WAT to a markedly higher degree as compared to the thermogenic response in WT WAT. Alongside this, gene expression of transcription factors (*Zfp516* and *Pparα*), important inducers of WAT browning, were increased in R6/2 inguinal WAT, and *Creb1* was highlighted as a key transcription factor in HD. In addition to increased WAT *Ucp1* expression, a trend towards increased mitochondrial oxygen consumption due to enhanced uncoupling activity was found in inguinal R6/2 WAT. Key gene expressional changes (increased expression of (*Zfp516* and *Pparα*)) were replicated in inguinal WAT obtained from Q175 mice. In summary, for the first time, we here show that HD mouse WAT undergoes a process of browning, resulting in molecular and functional alterations that may contribute to the weight loss and altered metabolism observed with disease progression.

## Introduction

Huntington’s disease (HD) is a devastating autosomal dominant neurological disorder characterised by classical neurological symptoms, such as progressive cognitive, motor and psychiatric impairments [1]. The causal mutant gene (created by an expanded polyglutamine tract in exon 1 of the huntingtin gene) and the encoded protein are however, ubiquitously expressed throughout the body [2, 3] and HD central pathology is accompanied by complex peripheral pathology, including skeletal muscle atrophy, altered body composition and progressive weight loss [4–6].

Progressive weight loss is a feature of both human HD [7–10] and of HD mouse models [11]. Despite this, the cause of HD weight loss is not fully known. Noteworthy, is that HD weight loss has been shown to be linked to the number of CAG repeats in the mutated gene [12]. Studies have indicated that body weight loss results from altered metabolism [10, 13], such as increased oxygen consumption [11].

Several mouse models of HD exist, and studies have demonstrated progressive alterations in white adipose tissue (WAT) mass with age in both the transgenic R6/2 mouse model and in full length CAG140 knock-in HD mice, and that these changes are accompanied by an impairment in the expression of mature adipocyte genes [14, 15]. Altered levels of adipose tissue derived leptin and adiponectin have been demonstrated [15], as well as reduced adipose tissue lipolytic function [14]. Further, a direct effect of mutant huntingtin has been demonstrated in adipocytes *in vitro*. Impaired gene expression and lipid accumulation was demonstrated in adipocytes expressing mutant Htt, replicating findings seen in mouse models of disease [15]. Supportive of this, we recently showed an altered gene expression profile in human HD subcutaneous WAT [16].

Two types of adipose tissue can be identified, based on histological appearance and functional aspects. White adipocytes are mainly unilocular, while brown adipocytes displays small multilocular lipid droplets. WAT impacts on whole body energy metabolism both through its role as an energy storage source and via its capacity as an endocrine organ [17]. Brown adipose tissue (BAT), is responsible for energy dissipation through uncoupling, generating heat [18]. Besides classical brown and white adipocytes, knowledge has accumulated over the last decade describing a sub-set of cells within WAT that can be converted to”beige”,”brite” or”brown-in-white” adipocytes [19] (in this study referred to as brown-like adipocytes), sharing many of the morphological and functional features of brown adipocytes. These cells can upon stimulation, such as cold exposure, and under the influence of certain transcription factors, adopt brown-like features, such as *Ucp1* expression and multilocular lipid droplets [20, 21].

Given previously published data that the R6/2 HD mouse model exhibits adipose tissue abnormalities [14, 15] in combination with weight loss and increased energy expenditure [11], we here investigated whether HD mouse WAT exhibits brown features and whether this results in altered WAT function.

## Materials & Methods

### Animals

#### R6/2 mice

Twelve-week old male R6/2 and wild type (WT) littermate mice were used for R6/2 experimental procedures. Transgenic mice of the R6/2 line and their WT littermates were obtained by crossing heterozygous males with females of their background strain (C57BL/6).

#### Q175 mice

Twelve- and eighteen-month old male Q175 and WT mice were utilised for Q175 experimental procedures. As with the R6/2 colony, full-length Q175/175 knock-in mice and their WT littermates were obtained by crossing heterozygous males with females of their background strain (C57BL/6).

Polyglutamine (CAG) repeat length was determined by polymerase chain reaction (PCR) assay [22]. CAG repeat lengths were in the range of 280–315 for the R6/2 mice and 195–230 for the Q175 mice.

All mice were obtained by in house breeding and housed in littermate-groups with food and water available *ad libitum*, under standard conditions (12:12 h light:dark cycle, 22°C). No mice became ill and reached ethical endpoints, nor did any mice receive medical treatment prior to time of experimental endpoint. The experimental endpoint here used, was mid-stage disease, i.e. prior to overt HD related symptom. Experimental procedures were in accordance with Swedish legislation and approved by the Regional Ethical Committee of Malmö/Lund, Sweden.

### Adipose tissue collection

Mice were euthanized at different time points by cervical dislocation before immediate tissue collection. Subcutaneous inguinal white, intra-abdominal epididymal white and inter-scapular brown adipose tissues were immediately dissected, snap-frozen in liquid nitrogen, and stored at -80°C until analyzed.

### Histology

WAT from two depots (subcutaneous inguinal and epididymal) and interscapular BAT from 12-week old male R6/2 and littermate WT were dissected immediately following euthanization and placed into 4% paraformaldehyde overnight. Tissues were then transferred to 70% ethanol solution and stored at 4°C for up to one week before paraffin imbedding. After paraffin embedding, tissues were then cut into 7 μm thick sections, mounted and then stained with haematoxylin and eosin.

Slides were then examined by light microscopy (Olympus BX53, Olympus, Tokyo, Japan): 100 cells from each mouse were selected for area measurements at 20x magnification. Digital images were acquired using a digital camera (Olympus DP73, Olympus, Tokyo, Japan) and cell areas were measured using cellSens Dimensions 1.11 software (Olympus, Tokyo, Japan). Slides were coded to allow for blinded measuring. Mean adipocyte areas for each of the two groups, R6/2 and WT, were then compared.

### RNA extraction

Total RNA was extracted from inguinal white and interscapular brown adipose tissue using the RNeasy Lipid Tissue Mini Kit (Qiagen GmbH, Hilden, Germany) following manufacturer’s protocol. RNA integrity was analysed by Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA), and only samples with RIN values greater than or equal to 6.50 were utilised for affymetrix analysis. For RT-qPCR validations, RNA was then reverse transcribed to cDNA using iScript™ cDNA Synthesis Kit (BioRad, CA, USA) and stored at -20°C.

### Affymetrix

Gene expression analysis was performed on samples with RIN values greater than or equal to 6.50, using Affymetrix GeneChip® Mouse Gene 2.0 ST Array and RT-qPCR. The affymetrix data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [23] and are accessible through GEO Series accession number GSE79711 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79711).

### Microarray Data Analysis

Microarray data were initially pre-processed and normalized using Robust Multi-array Analysis (RMA) method [24]. These analyses were performed using Affymetrix Expression Console Software v1.1.2. Non-annotated probe sets and probe sets not having signal intensity above the median of negative control intensity signals in each group were excluded. Replicate probe sets were merged by the median of signal intensity values.

To identify significantly differentially expressed genes between groups, we used Significance Analysis of Microarrays (SAM) method [25]. SAM analysis was performed using TMEV v4.0 software.

We selected differentially expressed genes having q-value < 10% for the Pathway analysis, which was performed using MetaCore™ pathway analysis software [26] (see https://portal.genego.com/help/P-value_calculations.pdf for detailed explanation of analyses).

### Targeted microarray cDNA synthesis & RT-qPCR

500 ng total RNA from inguinal white and interscapular brown adipose tissue was reverse-transcribed into cDNA using the RT^2^ PCR array first strand kit (SABiosciences, MD, USA). The cDNA was then mixed with RT^2^ qPCR mastermix containing SYBR Green (SABiosciences, MD, USA), and 25 μl of PCR mixture was aliquoted into each well of the 96-well PCR array plate. The Mouse Adipogenesis RT^2^ ProfilerTM PCR array (SABiosciences, Catalog no. PAMM-049Z) targets 84 genes related to adipogenesis. Quantitative real-time PCR (qPCR) cycles were run on a BioRad CFX96 Touch Real-Time PCR Detection System, and performed according to the manufacturer's instructions.

#### RT-qPCR

Validations were carried out using RT-qPCR on inguinal WAT and iBAT from 12-week R6/2 mice and WT littermates. Further validations were then performed on 12- and 18-month Q175 mice and WT littermates. For RT-qPCR experiments, all samples were run in triplicate for each target gene and housekeeping gene, and relevant negative and positive controls were run on each plate. Melt curves were inspected for all assays, with the Tm checked to be within known specifications for each assay. Sample assay data points were included in data analysis only if detected with Ct < 37 and at least 3 Ct values lower than the corresponding negative control [27]. Any data that did not pass these criteria were omitted from all further analyses. Primers utilised for RT-qPCR validations (Table 1) were designed using QuantPrime [28] or PrimerQuest from Integrated DNA Technologies (http://eu.idtdna.com/PrimerQuest).

**Table 1:** Primer sequences.

Target	Forward primer	Reverse primer
***Cd137***	**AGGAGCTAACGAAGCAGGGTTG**	**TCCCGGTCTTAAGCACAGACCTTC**
***Cebpβ***	**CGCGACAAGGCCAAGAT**	**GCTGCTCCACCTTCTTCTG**
***Cfd***	**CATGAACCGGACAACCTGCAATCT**	**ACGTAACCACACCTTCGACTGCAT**
***Creb1***	**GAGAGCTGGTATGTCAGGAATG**	**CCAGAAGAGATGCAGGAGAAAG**
***Gata3***	**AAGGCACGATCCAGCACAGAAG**	**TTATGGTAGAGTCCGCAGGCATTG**
Gusb*	**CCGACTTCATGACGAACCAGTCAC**	**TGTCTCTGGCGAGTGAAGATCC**
Hsp90ab1*	**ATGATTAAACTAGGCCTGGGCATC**	**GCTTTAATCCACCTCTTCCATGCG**
***Jun***	**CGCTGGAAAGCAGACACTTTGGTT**	**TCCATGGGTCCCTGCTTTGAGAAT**
***Pgc1α***	**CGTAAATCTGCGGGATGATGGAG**	**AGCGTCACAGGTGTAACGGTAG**
***Pparα***	**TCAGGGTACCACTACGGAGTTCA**	**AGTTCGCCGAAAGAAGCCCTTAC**
***Pparγ***	**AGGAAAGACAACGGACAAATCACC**	**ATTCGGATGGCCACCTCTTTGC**
***Sirt1***	**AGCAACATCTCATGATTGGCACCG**	**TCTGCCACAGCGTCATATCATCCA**
***Taz***	**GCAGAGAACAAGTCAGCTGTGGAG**	**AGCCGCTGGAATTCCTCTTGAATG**
Tbp*	**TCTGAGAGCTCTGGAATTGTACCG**	**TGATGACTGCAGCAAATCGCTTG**
***Ucp1***	**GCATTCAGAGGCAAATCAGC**	**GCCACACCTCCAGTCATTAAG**
***Wnt5b***	**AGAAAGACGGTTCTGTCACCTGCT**	**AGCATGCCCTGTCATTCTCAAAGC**
***Zfp516***	**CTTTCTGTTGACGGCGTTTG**	**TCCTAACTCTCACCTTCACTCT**

Primer sequences used for RT-qPCR validations. Primers were designed using QuantPrime [28] or PrimerQuest from Integrated DNA Technologies (http://eu.idtdna.com/PrimerQuest).

* denotes housekeeping genes.

### Western blot

For UCP1 protein determination, mitochondrial fractions were extracted from approximately 50 mg of inguinal white and interscapular brown adipose tissue as previously described [29]. Briefly, adipose tissue samples were homogenized in 600 μl of supplemented sucrose buffer containing 250 mM sucrose, 20 mM HEPES (pH 7.4), 1mM EGTA, 1 mM DTT, 1 mM PMSF and protease inhibitor cocktail (Roche, Basel, Switzerland). The homogenates were then centrifuged at 500 x g for 12 min at 4°C in order to pellet the nucleus and cell debris. The supernatant was then centrifuged at 12000 x g for 20 min at 4°C and the supernatant removed. The remaining pellet was then resuspended in 100 μl of supplemented sucrose buffer and the protein concentration was determined by BCA assay (Thermo Scientific, MA, USA).

Proteins were separated by SDS-polyacrylamide gel electrophoresis and then transferred to a PVD membrane using a Trans-Blot Turbo System (Bio-Rad, CA, USA). The membranes were then probed with rabbit anti-UCP1 (1:750; Sigma-Aldrich, MO, USA), followed by washing, and probing with horseradish peroxidase-conjugated secondary antibody (1:5000; Dako, Glostrup, Denmark). Bands were visualized with Western Blotting Luminol Reagent (Santa Cruz, TX, USA) and imaged with the ChemiDoc MP Imaging System (Bio-Rad, CA, USA).

### Cold challenge

For cold challenges, R6/2 and WT littermates were housed individually and exposed to 4°C for 4 hours on two consecutive days. Following the second cold exposure, mice were euthanized by cervical dislocation before immediate inguinal white and interscapular brown adipose tissue collection, as described above.

### Lipolysis

For lipolysis experiments, R6/2 and WT littermates were euthanized by cervical dislocation and intra-abdominal epididymal white adipose tissue was excised. Adipocytes were isolated by collagenase digestion and utilized in experiments immediately. The preparation was performed according to [30] except that the collagenase concentration was lowered from 1 mg/ml to 0.6 mg/ml and the incubation time was prolonged from 30 min to 75 min. Cells were diluted to a concentration of 5% in Krebs Ringer buffer containing 25 mM HEPES, 1% fatty acid-free BSA, 200 nM adenosine and 2 mM glucose. Lipolysis was modulated by the addition of 20 nM isoprenaline. Cells were incubated at 37°C in a shaking incubator, 150 rpm, for 30 min. Experiments were ended by incubating the cells on ice for 30 min before a 150 μl aliquot of the incubation media was taken for analysis of glycerol release. Glycerol concentration was determined using a commercially available kit with the addition of Amplex Ultra Red, a hydrogen peroxide sensitive fluorescence dye, as described by Clark et al. [31].

### Oxygen consumption

High-resolution respirometry was employed to measure oxygen consumption of adipocytes (Oxygraph-2k, Oroboros Instruments, Innsbruck, Austria). Subcutaneous inguinal WAT was collected from 12 week R6/2 and WT mice and incubated in ice-cold mitochondrial respiration medium (MiR05) [32]. Pieces of tissue (60–70 mg) were weighed directly into 2 mL (MiR05) and homogenised by fine chopping. Respirometry was performed at a stirrer speed of 750 rpm and 37˚C. All respiratory values were corrected for the oxygen solubility factor of the medium (0.92).

For oxygen consumption measurements of adipocytes, endogenous cellular respiration rate was initially recorded, followed by basal_CI+II_ respiratory rate after injection of the complex I and II substrates malate (5mM), pyruvate (5mM), glutamate (5mM) and succinate (10mM). Cells were then permeabilized by addition of digitonin (2μg/mg tissue) to assure complete access of the substrates and exclude that any differences may be caused by differently permeable cell membranes of the WT and R6/2 WAT. Then, ADP was added (1mM) to measure maximal coupled respiration followed by titration with carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) in 1μM steps to measure maximal uncoupled respiration. Non-mitochondrial oxygen consumption, determined in the presence of 50μg/ml antimycin A, was subtracted from all respiratory states. From the measured parameters, the following ratios were calculated: Basal_CI+II_/FCCP, Maximal coupled/ Basal_CI+II_.

### Statistics

Targeted microarray data: Two-tailed student's t-test was used to calculate P-values for the replicate 2^-ΔCt^ values for each gene in the control group and treatment groups. Data were analyzed by the RT2 Profiler PCR Array Data Analysis software, version 3.5 (http://pcrdataanalysis.sabiosciences.com/pcr/arrayanalysis.php), using the comparative Ct method [33] with normalisation of the raw data to the two housekeeping genes, *Gusb* (glucuronidase β) and *Hsp90ab1* (heat shock protein 90 alpha (cytosolic), class B member 1). A critical value of P < 0.05 was used as a significance threshold for all comparisons.

RT-qPCR: RT-qPCR analysis was performed using Bio-Rad CFX Manager 3.1 software (BioRad). Data were analyzed using the ΔΔCt method and normalized to the housekeeping genes: *Gusb; Hsp90ab1*; and TATA Box Binding Protein (*Tbp*). Two-tailed student’s t-test was used for comparisons in gene expression levels and a critical value of P < 0.05 was used as a significance threshold.

Western blots: Two-tailed student’s t-test was used for statistical analysis of densitometric data, with P < 0.05 considered statistically significant.

Cold challenge/lipolysis: Two-way ANOVA, followed by Tukey’s post-hoc analysis was used for comparisons between groups, with a critical value of P < 0.05 used as a significance threshold.

Oxygen consumption: Two-tailed student’s t-test was used for statistical analysis of respiration data between the two groups, with P < 0.05 considered statistically significant.

Correlation: Two-tailed Pearson correlation analysis was used to test associations between *Ucp1* expression and mouse weight, with P < 0.05 considered statistically significant.

## Results

### R6/2 mouse WAT displays histological features suggesting presence of brown-like adipocytes

Two types of adipose tissue can be identified, based on histological appearance and functional aspects. While white adipocytes are mainly unilocular, brown adipocytes display small multilocular lipid droplets. In addition, brown-like adipocytes may appear within white adipose tissue (WAT) depots, sharing many of the morphological features of brown adipocytes. Therefore, to determine whether any morphological differences existed between R6/2 mice and wild type (WT) adipose tissue, we examined haematoxylin and eosin stained adipose sections taken from subcutaneous white (inguinal) and brown (inter-scapular) adipose tissue (AT) depots from mice of both genotypes (n = 6/genotype/depot) (Fig 1A). We observed brown-like adipose tissue, as determined by presence of multilocular adipocytes, in discrete locations within subcutaneous WAT depots obtained from R6/2 mice (Fig 1B). Importantly, we failed to observe this phenomenon in the WT samples. Cell areas (100 total per mouse: 5 sections per mouse, 20 cells per section) from the subcutaneous inguinal depot of each mouse were quantified and we found R6/2 mice to have significantly smaller adipocytes than WT mice, as reflected by a shift in the curve to the left, with mean cell areas of 488,8 ± 28,32 μm^2^ versus 756,2 ± 48,29 μm^2^ (n = 6/group, P = 0,0007) (Fig 1C and 1D). Similar histological appearance of multilocular adipocytes could also be found in R6/2 epididymal WAT (see S1 Fig).

**Fig 1:**
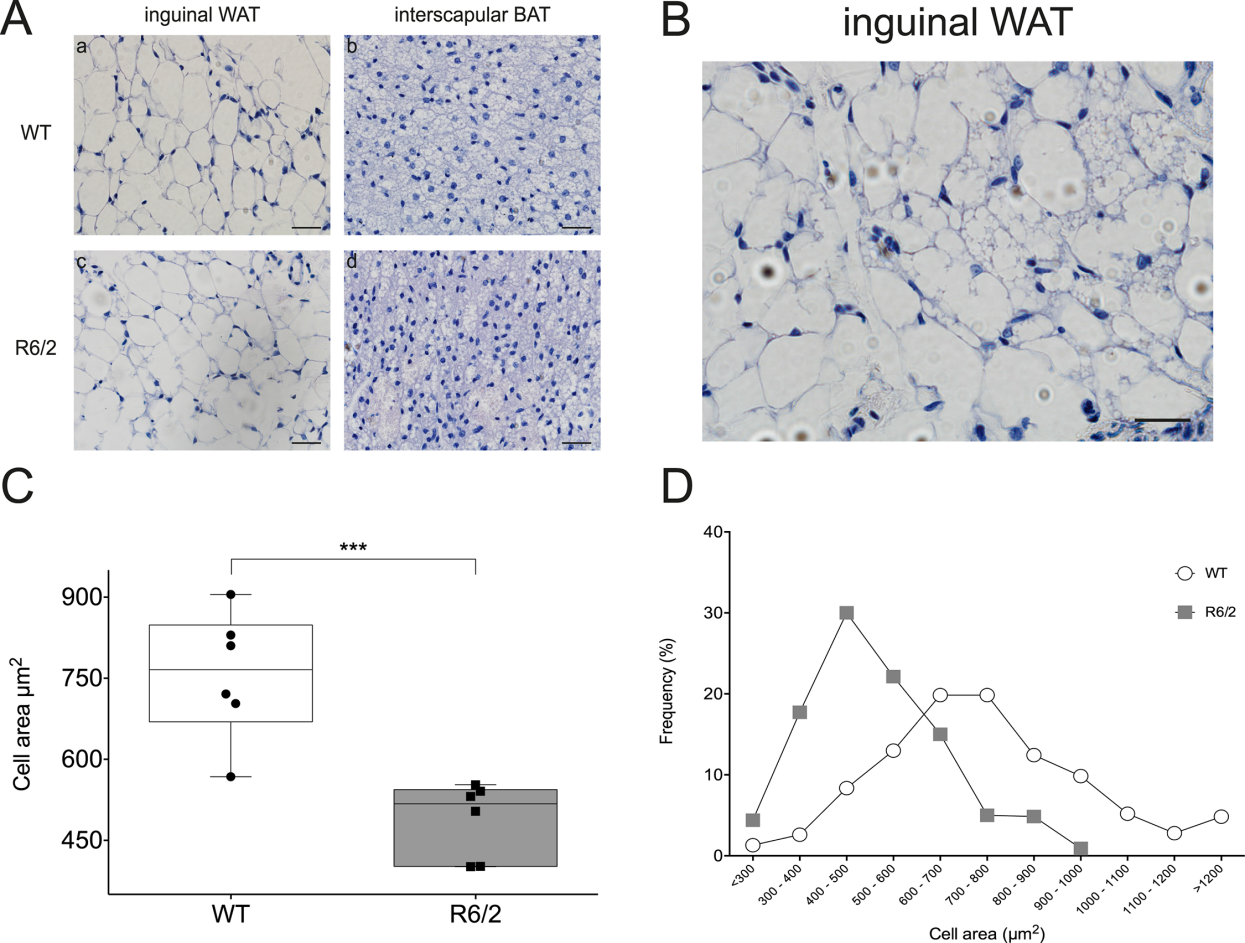
Brown-like adipose features within WAT in R6/2 mice. **A** Representative images of inguinal white adipose tissue (WAT) and interscapular brown adipose tissue (iBAT) from wild type (WT) and R6/2 transgenic mice. Scale bars = 20 μm. WAT is comprised of white adipocytes whose primary function is energy storage. As can be seen in subpanels **a** and **c**, white adipocytes are unilocular, with each one containing a single large lipid droplet that fills the cell. BAT is comprised of brown adipocytes and plays a role in energy metabolism and non-shivering thermogenesis in mammals. As shown in subpanels **b** and **d**, brown adipocytes are smaller than white adipocytes, multilocular, and rich in mitochondria. **B** Representative image from R6/2 inguinal WAT showing signs of small brown-like adipocytes within the tissue. Numerous regions of multilocular adipocytes, reminiscent of brown adipocytes observed in panel **A**, subpanels **b** and **d**, can be found interspersed between large unilocular white adipocytes. Scale bar = 20 μm. **C** Boxplot depicting mean subcutaneous inguinal white adipocyte areas from R6/2 mice (grey) and wild type (WT; white) littermates, n = 6/group, 100 cells/mouse measured. R6/2 mice have significantly smaller inguinal adipocytes than wild type littermates. Circles represent mean cell size for each WT mouse while squares represent mean cell size for each R6/2 mouse. Data presented as mean ± SEM. *** P < 0,001. **D** Cell areas were measured using cellSens software, based on 100 cells per mouse (n = 6/group). Data shows cell size distribution for inguinal WAT of the R6/2 and WT mice. WT mice tend to have a greater quantity of large (> 800 μm^2^) with only a low quantity of small adipocytes (< 300 μm^2^), while the converse is true for R6/2 mice. White circles represent WT mice while grey squares represent R6/2 mice.

### Gene expression changes in R6/2 WAT

The observed histological alterations suggest that in R6/2 mice, WAT may be undergoing a browning phenomenon. To further investigate this, we set out to study whether alterations in subcutaneous WAT gene expression exist in R6/2 mice versus WT. We performed affymetrix analysis on RNA extracted from subcutaneous inguinal WAT from R6/2 and WT mice (n = 6/group). 

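The RNA came from the inguinal fat pads of 6 R6/2 mice, which carry exon 1 of the human huntingtin gene with an expanded CAG repeat, and of 6 WT littermates. All were males of 12 weeks, and each mouse had 1 array. The Affymetrix mouse gene array reads each transcript with several short probes, which are summarised to 1 signal per probe set. The authors normalized the arrays together with the RMA method in Affymetrix Expression Console 1.1.2, and the deposited values are on the log2 scale, where a difference of 1 is a change of 2 times. They ranged from 0.658 to 13.9 over 41345 probe sets, and the medians of the 12 arrays lay between 5.75 and 5.87. Of the probe sets, 23521 carried a single gene symbol, 1814 carried several and 16010 carried none, and those with a single symbol were used. A probe set was kept where the mean of at least 1 genotype was above that genotype's median over the probe sets without a symbol, which was 5.45 in WT and 5.44 in R6/2 mice. This limit stands in for the negative controls of the study's filter, which are not marked in the values used here. The 15324 probe sets kept gave 14546 genes, with the probe sets of a gene merged by the median where there was more than 1. Genotypes were compared gene by gene with limma and with SAM, the study's method, and the number of arrays limits the precision.

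The arrays differed most in genes of lymph node and skeletal muscle. The first principal component held 57.1% of the variance and was led by genes of lymph node and lymphocytes such as *Glycam1*, *Cd3g*, *Cr2* and *Ms4a1*. The second held 18.2% and was led by genes of the contractile apparatus of muscle such as *Myh4*, *Atp2a1* and *Ttn*. The mean over 18 lymphocyte genes was 8.31 ± 1.62 (SD, n = 6) in WT and 8.20 ± 2.10 (SD, n = 6) in R6/2 mice (exact permutation test, two-sided, p = 0.926). WT mouse 4 and R6/2 mice 3 and 4 lay at 5.43 to 5.58 in this mean, and the other 9 mice at 7.68 to 10.05. The mean over 20 muscle genes was 6.94 ± 1.81 (SD, n = 6) in WT and 7.90 ± 1.63 (SD, n = 6) in R6/2 mice (exact permutation test, two-sided, p = 0.342). The difference was smaller than either SD.

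**Figure D1:**
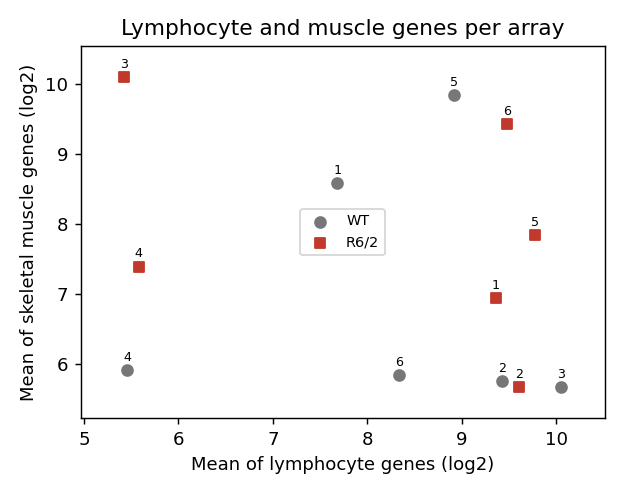
Mean log2 signal of 18 lymphocyte genes (x axis) and 20 skeletal muscle genes (y axis) for each of the 12 arrays, with circles for WT and squares for R6/2 mice and the number of the mouse above each point. WT mouse 4 and R6/2 mice 3 and 4 sit between 5.43 and 5.58 on the x axis, apart from the other 9.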

SAM analysis was performed to identify differentially expressed genes between the two genotypes. Setting thresholds for fold change and false discovery rate (1,5 fold and 5%, respectively) we found a total of 69 significantly downregulated genes in R6/2 mice as compared with WT (see S1 Table for full dataset). 

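Genes of the acute-phase response and complement, and the metallothionein gene *Mt2*, were among those lower in R6/2 inguinal WAT. *Lrg1*, a secreted glycoprotein of the acute-phase response on chromosome 17 from 56119678 to 56121946 (positions of S1 Table, which names no genome build), had a log2 difference of -1.43 (standard error 0.22) between R6/2 and WT mice. *C7*, a component of the terminal complement complex, differed by -1.88 (standard error 0.36), and *Mt2*, a metallothionein induced by stress and glucocorticoids, by -1.51 (standard error 0.32). In these 3 genes all 6 R6/2 mice lay below every WT mouse. *Timp4*, an inhibitor of matrix metalloproteinases, differed by -1.71 (standard error 0.33), with 5 of 6 R6/2 mice below every WT mouse. All 4 genes had a SAM q of 0%.

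By SAM at a q of 5%, 83 genes were lower and 3 were higher in R6/2 mice. With a limit of 1.5 times added, 61 were lower and 2 were higher. The 3 higher genes were *Vps13a*, a lipid transfer protein (log2 difference 0.41, standard error 0.063), *St3gal6*, a sialyltransferase (0.77, standard error 0.16), and *Hdhd3*, a hydrolase of the HAD family. *Vps13a* passed SAM in 18 of 20 other settings, *St3gal6* in 6 of 20 and *Hdhd3* in 5 of 17. The WT mean of *Hdhd3*, 4.78, lies under the level filter, so no size is given for its difference. By limma at an adjusted p of 0.05, 0 genes were lower and 0 were higher. At an unadjusted p of 0.05 limma gave 850 genes, against 727 that chance alone would give. Leaving out 1 mouse moved the number of lower genes by SAM over 1.5 times for 10 of the 12 mice. The number was 15 without R6/2 mouse 6, 18 without R6/2 mouse 3, 19 without R6/2 mouse 1, 22 without R6/2 mouse 5 and 23 without R6/2 mouse 2. It was 22 without WT mouse 4, 25 without WT mouse 2, 27 without WT mouse 6, 136 without WT mouse 3 and 411 without R6/2 mouse 4.

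Of 15 acute-phase genes, listed after the leading rows of S1 Table had been seen, 13 had lower values in R6/2 mice, and 7 passed when adjusted over the list alone. The same 7, which included *Lrg1*, *Mt2*, *Lcn2* and *Serpina3n*, passed SAM, and 0 passed limma over all genes. As *Hp*, *Lrg1* and *Mt2* stand at the head of that table, the list is not independent of these arrays. The list as a whole was lower (median log2 difference -0.45, adjusted p = 0.0373 from fry, limma's rotation test for gene lists). A different test, camera, which compares a list with the other genes, did not call it with an estimated correlation (adjusted p = 0.0967 from camera). The fry call was lost on leaving out any of 9 mice (adjusted p from 0.0530 to 0.109 from fry). It held without WT mouse 3, R6/2 mouse 2 or R6/2 mouse 4. All 15 complement genes had lower values, 5 of them past the test when adjusted over the list alone. Of these *C1rb*, *C7*, *Cfb* and *C3ar1* also passed SAM and *Cfp* did not. The list did not pass (median -0.42, adjusted p = 0.0916 from fry), but did without R6/2 mouse 2 (0.04996) or R6/2 mouse 4 (0.0292). Of 38 genes of collagen and matrix, 36 had lower values, 11 passed over the list alone and 7 by SAM, including *Podn*, a small proteoglycan (-1.08), and *Dpt*, which binds collagen fibrils (-0.83). This list did not pass either (median -0.49, adjusted p = 0.133 from fry), but did without R6/2 mouse 4 (0.0292). The macrophage genes lay lower beside them: all 29 had lower values (median -0.55, adjusted p = 0.0979 from fry), with 10 past the test over the list alone, such as *Cd68* (from 9.70 in WT to 8.71 in R6/2 mice) and *Itgam* (-0.81). The SAM calls of *Podn*, *Dpt*, *Cd68* and *Itgam* held in 9, 8, 8 and 12 of 20 other settings and were lost without most or several single mice. The mean over the 29 macrophage genes was 8.07 ± 0.40 (SD, n = 6) in WT and 7.45 ± 0.35 (SD, n = 6) in R6/2 mice (exact permutation test, two-sided, p = 0.0238). Of these genes 8 are called lower in S1 Table, and the list was written after its leading rows had been seen. This p is therefore not independent of these arrays, and it was not adjusted over the list means tested.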

Notably, we observed highly significant downregulation of haptoglobin (*Hp*, downregulated 4.6 fold), a gene highly expressed in white adipose tissue and lysyl oxidase (*Lox*, downregulated 2.0 fold), a positive regulator of white preadipocyte commitment in rodents. Additionally, we observed an upregulation of *Ucp1* (3.0 fold increase). 

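Haptoglobin and lysyl oxidase were both lower in R6/2 inguinal WAT by SAM, and of the other genes marking white adipocytes *Lep* was lower too. *Hp*, which encodes a haemoglobin-binding plasma protein that white adipocytes also secrete, lies on chromosome 8 from 109575128 to 109579172, as S1 Table gives it. Its signal was 11.29 ± 0.66 (SD, n = 6) in WT and 9.18 ± 0.35 (SD, n = 6) in R6/2 mice, and every R6/2 mouse lay below every WT mouse (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 mice against 6 allow). The log2 difference was -2.11 (standard error 0.28, adjusted p = 0.0790 from limma; SAM q 0%), and WT over R6/2 the arithmetic means stood at a ratio of 4.60. *Lox*, which crosslinks collagen and elastin, lies on chromosome 18 from 52516069 to 52529867. Its signal was 8.50 ± 0.48 (SD, n = 6) in WT and 7.47 ± 0.47 (SD, n = 6) in R6/2 mice, with 5 of 6 R6/2 mice below every WT mouse (exact permutation test, two-sided, p = 0.00866). The log2 difference was -1.03 (standard error 0.25, adjusted p = 0.588 from limma; SAM q 0%), and the ratio of the arithmetic means was 2.04. R6/2 mouse 4, at 8.38 in *Lox*, lay among the WT mice.

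Of 15 genes marking white against brown adipocytes, listed after the leading rows of S1 Table, with *Hp* and *Lox* among them, had been seen, 11 had lower values in R6/2 mice. *Lep*, *Hp*, *Nrip1* and *Lox* passed when adjusted over the list alone, the same without *Nrip1* passed SAM, and 0 passed limma over all genes. *Lep*, the hormone leptin, differed by -1.26 (standard error 0.35), from 10.79 ± 0.47 (SD, n = 6) in WT to 9.53 ± 0.82 (SD, n = 6) in R6/2 mice. Its SAM call was lost without WT mouse 2, 4 or 6 and without any R6/2 mouse other than mouse 4, and held in 11 of 20 other settings in all. *Nrip1*, a corepressor of *Ucp1* in white fat, differed by -0.46 (standard error 0.16). The list did not pass as a whole (median log2 difference -0.22, adjusted p = 0.119 from fry), but did without R6/2 mouse 4 (adjusted p = 0.0155 from fry). Macrophage genes lay lower in the same pads. With their mean as a covariate *Hp* differed by -1.58 (standard error 0.31, adjusted p = 0.984 from limma). The white adipocyte list then had adjusted p = 0.880 from fry, though its median stayed at -0.22. Of 23 genes of mature adipocytes, 19 had lower values with a median of -0.11 (adjusted p = 0.777 from fry); *Adipoq*, the hormone adiponectin, differed by -0.17 (standard error 0.16). By SAM the *Hp* call held without any single mouse, whereas that of *Lox* was lost without WT mouse 2 (q 6.88%) or 4 (6.45%) and without R6/2 mouse 1 (6.25%), 2 (5.80%), 3 (5.56%), 5 (9.28%) or 6 (10%). *Hp* passed limma without WT mouse 1 (adjusted p = 0.0429 from limma), WT mouse 3 (0.0494) or R6/2 mouse 4 (0.0315).

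**Figure D2:**
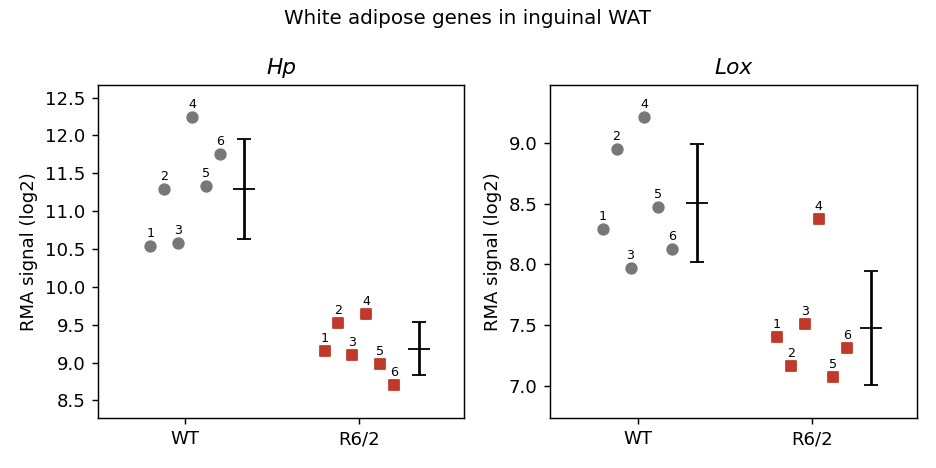
Signal of *Hp* and *Lox* (RMA, log2, y axis) in inguinal WAT of each mouse, with circles for WT and squares for R6/2 mice, the number of the mouse above each point, and the mean with the SD of 6 mice as a bar beside them. In *Hp* every R6/2 mouse sits below every WT mouse, and in *Lox* R6/2 mouse 4, at 8.38, sits among the WT mice.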

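*Ucp1* and most genes of the thermogenic programme had higher values in R6/2 inguinal WAT, but with a wide spread between mice. *Ucp1*, the uncoupling protein through which brown and beige adipocytes release heat, had a signal of 9.97 ± 1.15 (SD, n = 6) in WT and 11.47 ± 1.58 (SD, n = 6) in R6/2 mice. The log2 difference of 1.50 (standard error 0.72, adjusted p = 0.852 from limma; SAM q 40.2%) did not exceed the spread between mice (exact permutation test, two-sided, p = 0.0952), and R6/2 over WT the arithmetic means stood at a ratio of 2.99. In *Ucp1*, 3 of 6 R6/2 mice lay above every WT mouse, while R6/2 mouse 4, at 8.44, lay below them all. Without that mouse the difference was 2.11 and passed SAM (q 4.90%) but not limma (adjusted p = 0.193 from limma).

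Of 24 thermogenic genes, 20 had higher values in R6/2 mice, and 0 passed limma or SAM or the test adjusted over the list alone. At an unadjusted p of 0.05, 4 of them were higher. *Elovl3*, an elongase of very long fatty acids induced by cold in brown fat, differed by 2.33 (standard error 0.78), and *Ppargc1a*, a coactivator of mitochondrial biogenesis, by 0.58 (standard error 0.24). The list's median was 0.31 (adjusted p = 0.319 from fry). Its mean was 7.70 ± 0.39 (SD, n = 6) in WT and 8.15 ± 0.39 (SD, n = 6) in R6/2 mice (exact permutation test, two-sided, p = 0.0758). Of 27 genes of fatty acid oxidation, 25 had higher values, with a median of 0.31 (adjusted p = 0.287 from fry). *Hacl1*, *Acot2*, *Acot4* and *Pdk4* were higher when adjusted over the list alone, and 0 over all genes. *Pdk4*, a kinase that turns muscle and fat from glucose to fatty acids, differed by 1.01 (standard error 0.31). In the respiratory chain, 63 of 69 genes had higher values (median 0.20, adjusted p = 0.570 from fry), with 0 past limma or SAM. Of 10 genes selective for beige adipocytes, 5 had higher and 5 lower values (adjusted p = 0.954 from fry).

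Genes of skeletal muscle had higher values in the same arrays: 19 of 20 did, with a median log2 difference of 0.85 (adjusted p = 0.664 from fry). Across the 12 mice, *Ucp1* went with the muscle mean (Pearson's r 0.612, permutation p = 0.0376; Spearman's rho 0.608, permutation p = 0.0398), which over the 4 relations examined gave an adjusted permutation p of 0.0501. Without the 2 mice farthest from the median of the muscle mean r was 0.594. Within genotypes it was 0.813 in WT and 0.385 in R6/2 mice. The permutations ran over all 12 mice without regard to genotype. Macrophage genes, lower in the same pads, moved with this group as well: with their mean as a covariate *Ucp1* differed by 0.30 (standard error 0.85) and the median of the thermogenic list was -0.05, against 1.07 and 0.16 with the muscle mean. From the higher *Ucp1* and lower *Hp* and *Lox*, the paper proposes that brown adipose genes are upregulated and white ones downregulated in R6/2 WAT. Its case for browning rests also on histology, a PCR array, and RT-qPCR in which *Ucp1* and *Zfp516* were significantly upregulated. On the PCR array *Ucp1* itself was not significantly changed. The paper reports more UCP1 protein as well, a stronger *Ucp1* response to cold and more uncoupled respiration in R6/2 WAT. In Q175 mice it reports higher *Ppara* and *Zfp516*. None of these other measures was analysed here.

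**Figure D3:**
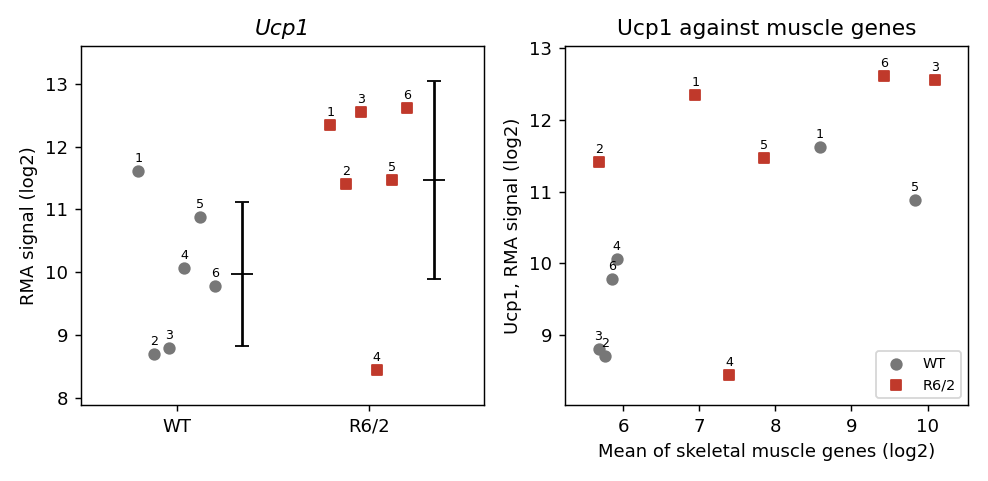
Left, signal of *Ucp1* (RMA, log2) in inguinal WAT of each mouse, with circles for WT and squares for R6/2 mice, the number of the mouse above each point, and the mean with the SD of 6 mice as a bar. Right, the same values (y axis) against the mean of 20 skeletal muscle genes (log2, x axis), in which R6/2 mouse 4, at 8.44, is the lowest point.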

Network and transcription factor analyses based on this dataset using MetaCore™ software were undertaken in order to gain further insight into which factors might facilitate regulation of gene expression in R6/2 subcutaneous WAT. Transcription factor analysis revealed several key transcription factors involved in the browning of white adipose tissue to be highly significant based on our dataset, including specificity protein 1 transcription factor (SP1), cAMP-response element-binding protein 1 (CREB1), CCAAT/enhancer binding protein beta (C/EBPβ) and peroxisome proliferator-activated receptor gamma (PPARγ) (Fig 2; Table 2; S2 Table). 

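The transcripts of the named transcription factors differed little between the genotypes. The log2 difference between R6/2 and WT mice was 0.01 (standard error 0.15) for *Sp1*, a factor that binds GC-rich promoters, and 0.03 (standard error 0.20) for *Creb1*, which acts downstream of cAMP. It was 0.29 (standard error 0.25) for *Cebpb* and -0.29 (standard error 0.26) for *Pparg*, factors that drive adipocyte differentiation. None of these 4 passed limma (adjusted p from 0.914 to 0.996) or SAM. Of 13 factors of Table 2 that were measured, 6 had higher and 7 lower values. Over the list alone only *Nr3c1*, the glucocorticoid receptor, passed: its signal was 9.59 ± 0.05 (SD, n = 6) in WT and 9.80 ± 0.03 (SD, n = 6) in R6/2 mice, with all 6 R6/2 mice above every WT mouse. The log2 difference of 0.20 (standard error 0.053, adjusted p = 0.588 from limma; SAM q 11.3%) did not pass over all genes. As the study chose these factors on the same samples, the count over the list alone is no independent evidence. The list's median was -0.02 while fry's direction was higher (adjusted p = 0.954). The networks of Table 2, which involve the 69 altered genes of the study, were not analysed here.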

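*Egfr*, the receptor of epidermal growth factor, was lower in R6/2 inguinal WAT by SAM. The other measured transcripts of proteins that interact with huntingtin did not pass the tests. *Egfr* lies on chromosome 11 from 16752203 to 16918158, as S1 Table gives it. Its signal was 8.81 ± 0.61 (SD, n = 6) in WT and 7.65 ± 0.53 (SD, n = 6) in R6/2 mice, with 5 of 6 R6/2 mice below every WT mouse. The log2 difference was -1.17 (standard error 0.30, adjusted p = 0.588 from limma; SAM q 2.49%). *Akt1*, *Akt2*, *Creb1*, *E2f1*, *Ago2*, *Ezh2*, *Ikbkb*, *Sp1* and *Suz12*, which encode kinases, transcription factors and regulators of chromatin and RNA silencing, had differences from -0.08 for *E2f1* to 0.22 for *Ezh2*, and none of them passed limma, SAM or the test adjusted over the list alone. *Htt* itself, read by probes for the mouse gene, differed by -0.04 (standard error 0.066). Over these 11 genes, 8 had higher and 3 lower values, and the median of 0.02 and the mean of -0.07 differ in sign (adjusted p = 0.954 from fry, direction lower). The study chose the list on these samples, so that it gives no independent evidence of a direction. *Trp53* and the gene of thrombin were not analysed here. The *Egfr* call by SAM was lost without WT mouse 2 (q 7.12%), 4 (6.45%) or 6 (5.71%) and without R6/2 mouse 1 (7.32%), 2 (5.80%), 3 (5.56%), 5 (9.28%) or 6 (10%).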

Interestingly, our affymetrix results highlighted several altered genes that directly interact with the huntingtin protein (Table 3). Enrichment by pathway maps analysis highlighted Development_BMP7 in brown adipocyte differentiation as highly significant (Table 4; S3 Table).

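The genes through which the study's data entered the pathway maps had lower values in R6/2 inguinal WAT, and not all of them passed a test. On the map of BMP7 in brown adipocyte differentiation these are *Serpina3n*, a secreted protease inhibitor, *Anxa1*, an anti-inflammatory phospholipid-binding protein, and *Col5a1*, a collagen chain. *Serpina3n* lies on chromosome 12 from 104406708 to 104414329, as S1 Table gives it, and differed by -1.11 on the log2 scale (standard error 0.30; SAM q 2.49%). *Anxa1* differed by -0.78 (standard error 0.24; SAM q 5.71%). *Col5a1*, the median of its probe sets, differed by -0.38 (standard error 0.14; SAM q 18.5%), while the brightest probe set alone gave -0.81 and a SAM q of 3.35%. On other maps of Table 4, *Cfb* (-0.86, standard error 0.23) and *C3ar1* (-1.29, standard error 0.39), of the alternative complement pathway, and *Galnt15* (-0.73, standard error 0.16), an enzyme of O-glycan synthesis on chromosome 14 from 32028989 to 32062197, passed SAM. Of 20 other settings, the SAM calls of *Serpina3n*, *Cfb* and *C3ar1* held in 11 each and that of *Galnt15* in 16. *Galnt18*, of the same family, differed by -0.11 (standard error 0.11).

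Of the 13 measured members of the study's maps all had lower values in R6/2 mice, 12 passed when adjusted over the list alone, 9 passed SAM and 0 passed limma over all genes. As a list they were lower by fry (median log2 difference -0.88, adjusted p = 0.0373 from fry). They did not pass camera with an estimated correlation (adjusted p = 0.0967 from camera). The study chose these genes on the same samples for being lower, so neither the count nor either test is independent evidence of their direction. The fry call, too, was lost on leaving out any of 9 mice. It held without WT mouse 3, R6/2 mouse 2 or R6/2 mouse 4 (adjusted p from 0.00564 to 0.109 from fry over the 12). A wider list of 25 genes of BMP7 signalling and brown differentiation, had 18 higher and 7 lower values with a median of 0.07 (adjusted p = 0.343 from fry), and 0 passed limma, SAM or the test adjusted over the list alone. *Bmp7* itself, a ligand that commits progenitors to brown fat, differed by 0.06 (standard error 0.12). The enrichment of pathway maps was not repeated here. Mean macrophage signal was lower in the same R6/2 pads, as was the signal of the macrophage receptor *C3ar1*.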

**Fig 2:**
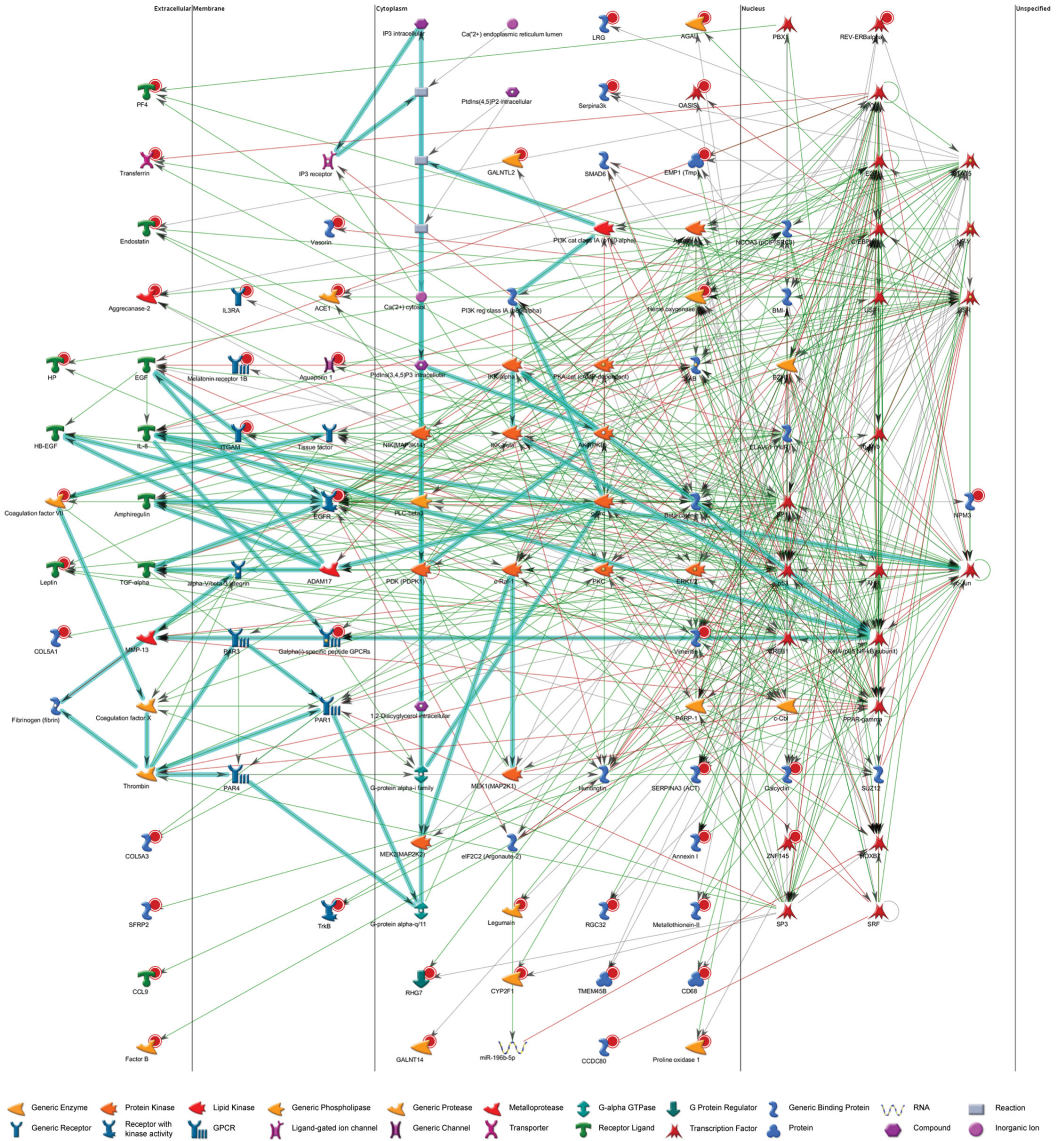
Network analysis. Network analysis based on the top 69 significant results from inguinal WAT of wild type (WT) vs. R6/2 mouse (n = 6/group) affymetrix analysis with each target organised by cellular location. Red circles indicate downregulation in R6/2 mice relative to WT controls from our dataset. Green lined arrows indicate positive interaction/activation; red lines, negative interaction/inhibition; grey lines, unspecified interaction.

**Table 2:** Top 15 Transcription factor networks.

Rank	Network	Total nodes	p-value	zScore
**1**	SP1	9	1,760E-28	155,4
**2**	GCR-alpha	8	6,990E-25	144,22
**3**	c-Myc	7	2,620E-21	132,15
**4**	p53	6	9,220E-18	118,95
**5**	C/EBPalpha	6	9,220E-18	118,95
**6**	CREB1	6	9,220E-18	118,95
**7**	ESR1 (nuclear)	5	3,030E-14	104,24
**8**	VDR	4	9,170E-11	87,4
**9**	COUP-TFI	4	9,170E-11	87,4
**10**	PR (nuclear)	4	9,170E-11	155,4
**11**	HIF1A	4	9,170E-11	87,4
**12**	C/EBPbeta	4	9,170E-11	87,4
**13**	PPAR-gamma	4	9,170E-11	87,4
**14**	GATA-3	4	9,170E-11	87,4
**15**	NFIA	4	9,170E-11	87,4

Top 15 transcription factor networks involving the 69 most significantly altered genes from affymetrix analysis of R6/2 WAT versus WT inguinal WAT (see S2 Table for further information).

**Table 3:** Altered genes that directly interact with huntingtin.

From	To	Direction	Effect	Mechanism
**AKT(PKB)**	Huntingtin	Incoming	Activation	Phosphorylation
**CREB1**	Huntingtin	Incoming	Unspecified	Transcription regulation
Huntingtin	**CREB1**	Outgoing	Inhibition	Binding
**E2F1**	Huntingtin	Incoming	Unspecified	Transcription regulation
**EGFR**	Huntingtin	Incoming	Activation	Binding
**eIF2C2 (Argonaute-2)**	Huntingtin	Incoming	Inhibition	Cleavage
Huntingtin	**eIF2C2 (Argonaute-2)**	Outgoing	Unspecified	Binding
Huntingtin	**EZH2**	Outgoing	Activation	Binding
**IKK-beta**	Huntingtin	Incoming	Inhibition	Phosphorylation
**p53**	Huntingtin	Incoming	Activation	Transcription regulation
Huntingtin	**p53**	Outgoing	Inhibition	Binding
**SP1**	Huntingtin	Incoming	Activation	Transcription regulation
Huntingtin	**SP1**	Outgoing	Inhibition	Binding
Huntingtin	**SUZ12**	Outgoing	Activation	Binding
**Thrombin**	Huntingtin	Incoming	Unspecified	Cleavage

Significantly altered gene targets following affymetrix analysis of R6/2 versus WT inguinal WAT that directly interact with huntingtin.

**Table 4:** Top 10 Pathway maps.

Rank	Maps	Total nodes	Nodes in data	p-value	Min FDR
**1**	Immune response_Alternative complement pathway	39	4	3,009E-05	6,078E-03
**2**	O-glycan biosynthesis	60	4	1,661E-04	1,271E-02
**3**	O-glycan biosynthesis / Human version	62	4	1,888E-04	1,271E-02
**4**	Development_BMP7 in brown adipocyte differentiation	39	3	7,706E-04	3,892E-02
**5**	Action of GSK3 beta in bipolar disorder	23	2	5,062E-03	1,914E-01
**6**	Transcription_Role of Akt in hypoxia induced HIF1 activation	27	2	6,940E-03	1,914E-01
**7**	Development_Regulation of CDK5 in CNS	28	2	7,452E-03	1,914E-01
**8**	Colorectal cancer (general schema)	30	2	8,526E-03	1,914E-01
**9**	Action of lithium on synaptic transmission and autophagy	35	2	1,149E-02	1,914E-01
**10**	Development_Lipoxin inhibitory action on PDGF, EGF and LTD4 signaling	36	2	1,213E-02	1,914E-01

Top 10 significant pathway maps based on top 69 significantly altered transcripts between R6/2 and WT inguinal WAT affymetrix analysis (see S3 Table for further information).

Phan and co-workers showed in 2009 that WAT genes involved in differentiation and maturation were altered in HD [15]. Therefore, following affymetrix analysis, we conducted a targeted gene expression study to evaluate the expression of 84 key genes involved in the differentiation and maintenance of mature adipocytes. Analysis of gene expression array data was carried out with a fold regulation cut off set at ± 1.5 and a P-value of 0.05 for statistical significance. With these set limits, in R6/2 mouse inguinal WAT, seven genes showed significant upregulation (Table 5): *Cfd*, Complement factor D (adipsin) (P = 0.034570); *Gata3*, GATA binding protein 3 (P = 0.048637); *Jun*, Jun oncogene (P = 0.013606); *Pparα*, Peroxisome proliferator activated receptor alpha (P = 0.041983); *Sirt1*, Sirtuin 1 (silent mating type information regulation 2, homolog) 1 (S. cerevisiae) (P = 0.005811); *Taz*, Tafazzin (P = 0.014484); *Wnt5b*, Wingless-related MMTV integration site 5B (P = 0.016054). 

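On the arrays, *Gata3*, a transcription factor that holds preadipocytes from differentiating, had a signal of 6.18 ± 0.26 (SD, n = 6) in WT and 6.07 ± 0.24 (SD, n = 6) in R6/2 mice. The log2 difference of -0.11 (standard error 0.14, adjusted p = 0.955 from limma; SAM q 100%) lay within the spread between mice. *Ppara*, a nuclear receptor that drives fatty acid oxidation, had a signal of 7.27 ± 0.61 (SD, n = 6) in WT and 7.86 ± 0.50 (SD, n = 6) in R6/2 mice. Its log2 difference of 0.59 (standard error 0.29, adjusted p = 0.862 from limma; SAM q 52.9%) did not pass either test, and 2 of 6 R6/2 mice lay above every WT mouse. Other genes of the brown programme had values higher but not past the tests. Examples were *Cidea*, a lipid droplet protein (0.49, standard error 0.33), and *Cox8b*, a subunit of the respiratory chain (0.44, standard error 0.33). Another was *Zfp516*, a transcription factor induced by cold (0.08, standard error 0.068). The paper reports *Ppara* and *Zfp516* as significantly upregulated by RT-qPCR in this tissue. The muscle mean also stood higher by 0.96 in R6/2 mice, without exceeding the spread between mice. No correlation between the muscle mean and the genes named here was computed.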

The upregulation of the anti-white gene, *Gata3*, and pro-brown adipocyte gene, *Pparα*, are in line with our affymetrix data showing suggesting upregulation of brown adipose genes (*Ucp1*) and downregulation of white adipose genes (*Hp* and *Lox*). Further, upregulation of *Cfd* suggests possible altered lipolytic function of R6/2 WAT.

**Table 5:** Differential gene expression levels in inguinal white adipose tissue of R6/2 mice.

	Symbol	Gene Name	Fold regulation	*P* value
**Upregulated gene expression**	Adipoq	Adiponectin, C1Q and collagen domain containing	1.56	0.058728
	Agt	Angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	1.59	0.328790
	**Cfd**	**Complement factor D (adipsin)**	**2.47**	**0.034570** *
	Dlk1	Delta-like 1 homolog (Drosophila)	2.29	0.155221
	Fgf10	Fibroblast growth factor 10	1.52	0.137679
	**Gata3**	**GATA binding protein 3**	**1.74**	**0.048637** *
	Hes1	Hairy and enhancer of split 1 (Drosophila)	2.46	0.068451
	Irs1	Insulin receptor substrate 1	1.82	0.081242
	Irs2	Insulin receptor substrate 2	1.54	0.117393
	**Jun**	**Jun oncogene**	**1.55**	**0.013606** *
	Lipe	Lipase, hormone sensitive	1.62	0.098034
	**Pparα**	**Peroxisome proliferator activated receptor alpha**	**2.06**	**0.041983** *
	Ppargc1α	Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	1.52	0.395472
	Sfrp1	Secreted frizzled-related protein 1	1.70	0.151184
	**Sirt1**	**Sirtuin 1 (silent mating type information regulation 2, homolog) 1 (S. cerevisiae)**	**1.51**	**0.005811** **
	**Taz**	**Tafazzin**	**1.51**	**0.014484** *
	Ucp1	Uncoupling protein 1 (mitochondrial, proton carrier)	1.51	0.990320
	**Wnt5b**	**Wingless-related MMTV integration site 5B**	**1.59**	**0.016054** *
**Down-regulated**	Cdkn1a	Cyclin-dependent kinase inhibitor 1A (P21)	-1.64	0.123238
	Dio2	Deiodinase, iodothyronine, type II	-1.74	0.238260
	Lep	Leptin	-1.73	0.081729

### Gene expression changes support R6/2 WAT brown features

To validate selected gene expression changes observed using affymetrix and targeted array data, we performed RT-qPCR using independently designed primers (see Table 1).

For WAT, we selected all seven significantly altered genes from the targeted array, alongside targets from the affymetrix data, and the BAT marker genes *Ucp1* and *Zfp516*, for RT-qPCR validation.

Validations were carried out on inguinal WAT from 12-week old R6/2 mice and WT littermates (n = 6/group). In R6/2 inguinal WAT, there was a significant upregulation of the brown adipocyte markers *Ucp1* and *Zfp516* as well as the genes *Jun*, *Sirt1*, *Pparα* and *Taz* (Fig 3).

**Fig 3:**
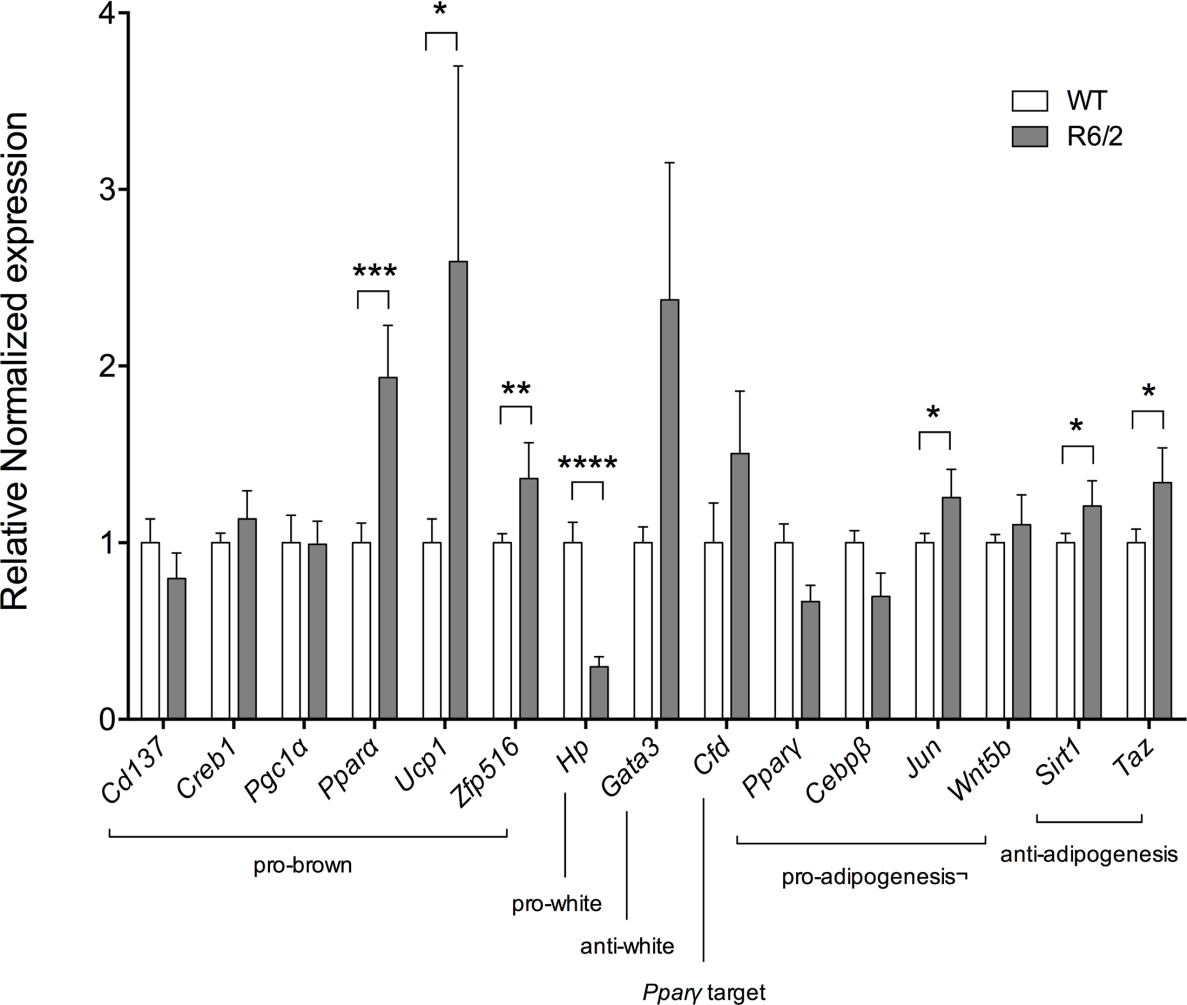
Significantly upregulated pro-brown adipose tissue gene expression in R6/2 mouse inguinal WAT. Normalized gene expression from 12-week R6/2 (grey bars) versus WT (white bars) subcutaneous inguinal WAT (n = 6/group). Here we replicated the upregulated gene expression of the pro-brown adipose tissue gene *Pparα* in R6/2 mice, as determined by an SAB microarray assay (PAMM‐049Z). We also found significant upregulation of the pro-brown adipose tissue genes *Ucp1* and *Zfp516*, as well as a trend towards upregulation of the pro-brown transcription factor *Creb1* and the anti-white adipose tissue gene *Gata3*. Gene expression was analyzed using the ΔΔCt method and normalized to *Gusb*, *Hsp90ab1* and *Tbp*. Bars represent mean ± SEM, * P < 0.05; ** P < 0.01, *** P < 0.001.

It has been previously shown, both in HD patients and mouse models of disease, that weight loss is correlated with CAG repeat length [12]. We here investigated whether *Ucp1* gene expression in R6/2 mice correlates with body weight. Our data suggests that the gene expression levels of *Ucp1* in R6/2 mice do not correlate with decreased body weight (r = 0.28, p = 0.5897).

### Elevated UCP1 protein expression in R6/2 WAT

Following our RT-qPCR results indicating an upregulation of genes responsible for browning of WAT, we next determined whether this was also observed at the protein level. Western blot analysis showed that mitochondrial fractions from WT subcutaneous WAT exhibited almost undetectable levels of UCP1 protein while R6/2 samples showed a significant increase (29.27 fold increase, P = 0.0012) in UCP1 protein translation (Fig 4).

**Fig 4:**
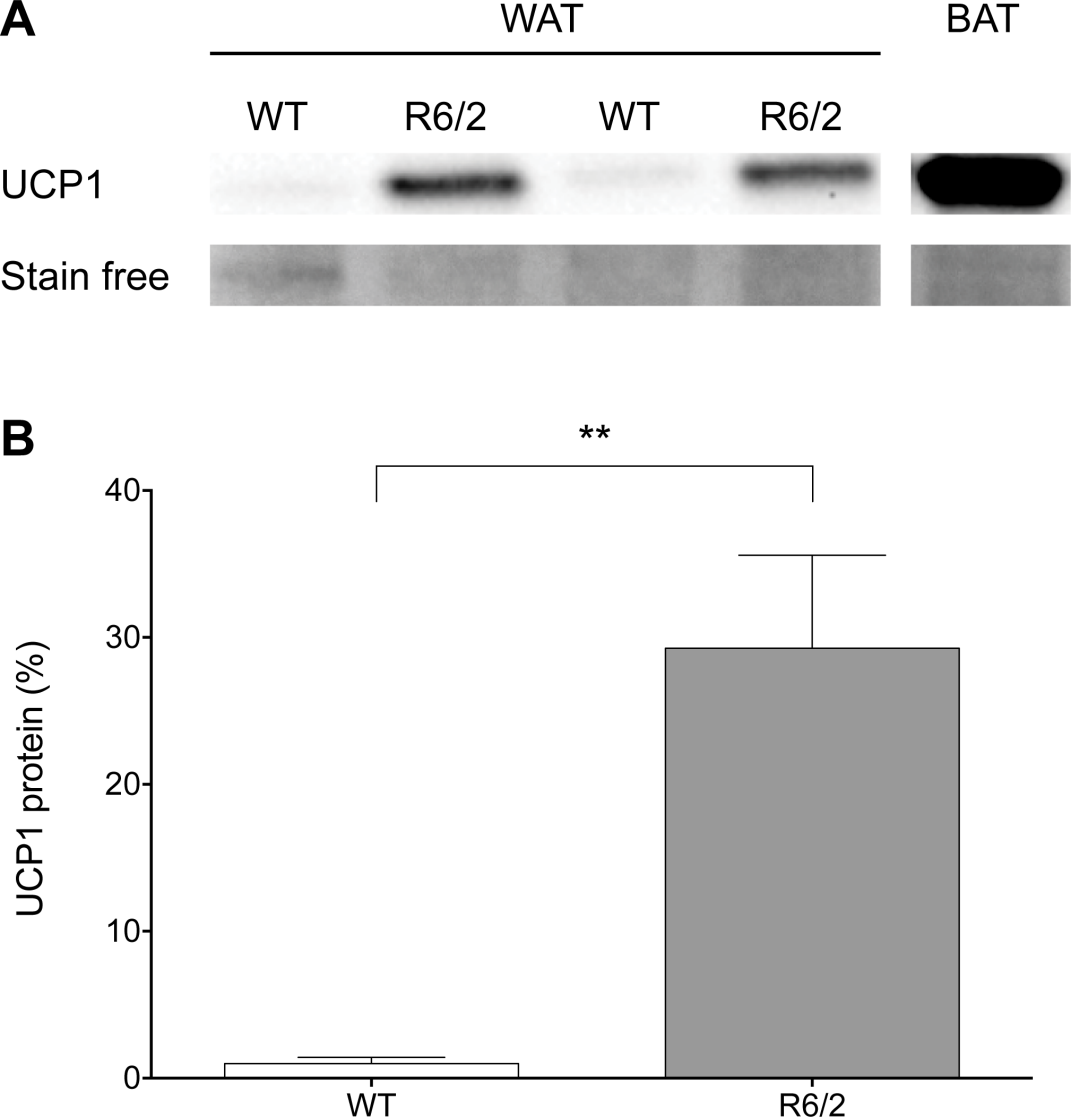
Elevated levels of UCP1 protein in R6/2 mouse inguinal WAT. Representative western blot (**A**) and densitometry (**B**) of UCP1 levels in inguinal WAT from 12-week old R6/2 and WT littermate mice. Western blot of iBAT is shown for control purposes (SFig 2). Stain-free imaging (Bio-Rad) was used as the loading control and also for normalization. Graph shows mean % above control ± S.E.M. for six mice of each genotype.

### Cold exposure-induced *Ucp1* expression is markedly increased in R6/2 inguinal WAT and blunted in R6/2 iBAT

Interscapular BAT and inguinal WAT with brown features are known to undergo rapid gene expression changes in response to cold exposure [34]. Repeated cold exposure has been shown to enhance the recruitment, activity and energy expenditure of BAT, via non‐shivering thermogenesis, in both human and rodents [35–37] with an increased number of beige adipocytes within WAT [36, 37]. Therefore, we conducted a repeated cold challenge, where mice were maintained at 4°C for 4 h on two subsequent days after which fat depots were collected, and investigated the impact of repeated cold exposure on the brown marker *Ucp1* in WAT alongside BAT. Quantitative real-time PCR showed a markedly induced *Ucp1* expression in R6/2 WAT (7.38 fold increase, P < 0.001; Fig 5A) as compared to the response in WT mice following cold exposure.

**Fig 5:**
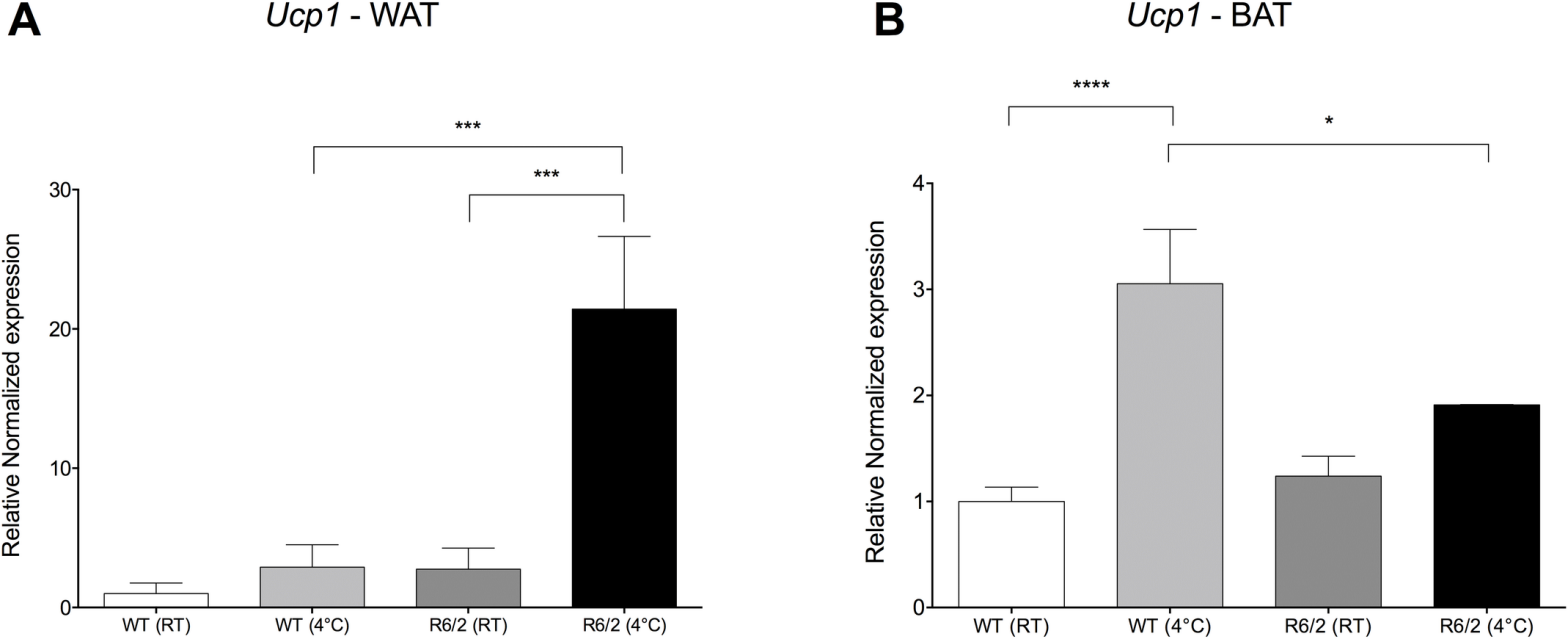
Cold exposure enhances browning of R6/2 mouse inguinal WAT. Cold exposure markedly induced *Ucp1* expression in R6/2 mouse inguinal WAT. Mice were exposed to two consecutive days of 4°C for 4 hours per day to evaluate their response to cold exposure. Normalized gene expression from 12-week R6/2 versus WT mice inguinal WAT and interscapular BAT. Bars represent WT at room temperature (white bars); WT following cold exposure (light grey bars); R6/2 at room temperature (dark grey bars); and R6/2 following cold exposure (black bars). **A** Gene expression data from subcutaneous inguinal WAT showing increased expression of brown adipose marker *Ucp1* in R6/2 WAT following cold exposure. **B** Gene expression data from interscapular BAT showing blunted expression of *Ucp1* in R6/2 iBAT following cold exposure as compared to WT. Gene expression was analyzed using the ΔΔCt method and normalized to *Gusb*, *Hsp90ab1* and *Tbp*. Bars represent mean ± SEM, * P < 0.05, *** P < 0.001, **** P < 0.0001. n = 9-10/group.

Notably, in HD mice, impaired activation of iBAT, illustrated by a blunted *Ucp1* induction, was shown by Weydt and coworkers in 2006 [38]. We could here confirm a blunted iBAT *Ucp1* expression response in R6/2 mice upon cold challenge (Fig 5B). Relative to WT following cold challenge, R6/2 iBAT *Ucp1* expression is significantly reduced (-1.60 fold; P < 0.05).

### R6/2 epidiymal WAT displays altered lipolytic function

Gene expression analyses (such as altered expression of *Hp*, *Pik3r1*, *Ehhadh*, *Cfd*, *Insig1*, etc.) 

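Among genes of lipid handling, the lipolytic enzymes themselves showed little difference on the arrays. *Lipe*, the hormone-sensitive lipase, differed by -0.10 on the log2 scale (standard error 0.13) and *Pnpla2*, the triglyceride lipase of fat cells, by -0.09 (standard error 0.14). *Adcy5*, an adenylyl cyclase upstream of lipolysis, was lower by SAM (from 8.27 to 7.27, standard error of the difference 0.30, q 3.18%). Of 24 lipolysis genes, 10 had higher and 14 lower values (median -0.07, adjusted p = 0.954 from fry), and *Adcy5* alone passed SAM, with 0 past limma or the list alone. *Pik3r1*, the regulatory subunit of the kinase that carries the insulin signal, went from 10.47 ± 0.39 (SD, n = 6) in WT to 10.00 ± 0.19 (SD, n = 6) in R6/2 mice (log2 difference -0.47, standard error 0.17, adjusted p = 0.736 from limma; SAM q 12.6%). *Ehhadh*, an enzyme of peroxisomal fatty acid oxidation, had a difference of 0.85 (standard error 0.35, adjusted p = 0.825 from limma; SAM q 34.7%), with 4 of 6 R6/2 mice above every WT mouse. *Insig1*, which restrains sterol synthesis, had one of 0.57 (standard error 0.27, adjusted p = 0.852 from limma; SAM q 48.7%). These 3 did not pass either test, and *Cfd* was not analysed here. Of 19 genes of fatty acid synthesis, 16 had higher values (median 0.20, adjusted p = 0.802 from fry), and of 16 genes of cholesterol synthesis 13 did (median 0.11, adjusted p = 0.887 from fry). None of their members passed limma, SAM or the test adjusted over the list alone. The call of *Adcy5* by SAM was lost without WT mouse 2, 4, 5 or 6 and without any R6/2 mouse other than mouse 4.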

(See S1 Table), suggest possible alterations in R6/2 WAT lipolytic function. Fain and co-workers demonstrated in 2001 that isoprenaline-stimulated liposlysis was reduced in R6/2 WAT [14], however basal lipolytic function was unaltered. Therefore, we here investigated lipolysis, as glycerol release upon isoprenaline-stimulation in fresh isolated primary adipocytes. We have in this study chosen to investigate mice at a time point at which weight loss has initiated, at this point, the mice are not end-stage. At this chosen time-point, similar to the results obtained by Fain and colleagues (Fain et. al., 2001), there was no difference in basal lipolysis, whereas the lipolytic response to isoprenaline stimulation was reduced in R6/2 epididymal WAT compared to WT WAT (Fig 6). The fold change response to isoprenaline stimulation was 4.9 in WT epididymal WAT and 3.0 in R6/2 epididymal WAT, although there was no significant difference in the lipolytic response in R6/2 mice when compared to basal levels.

**Fig 6:**
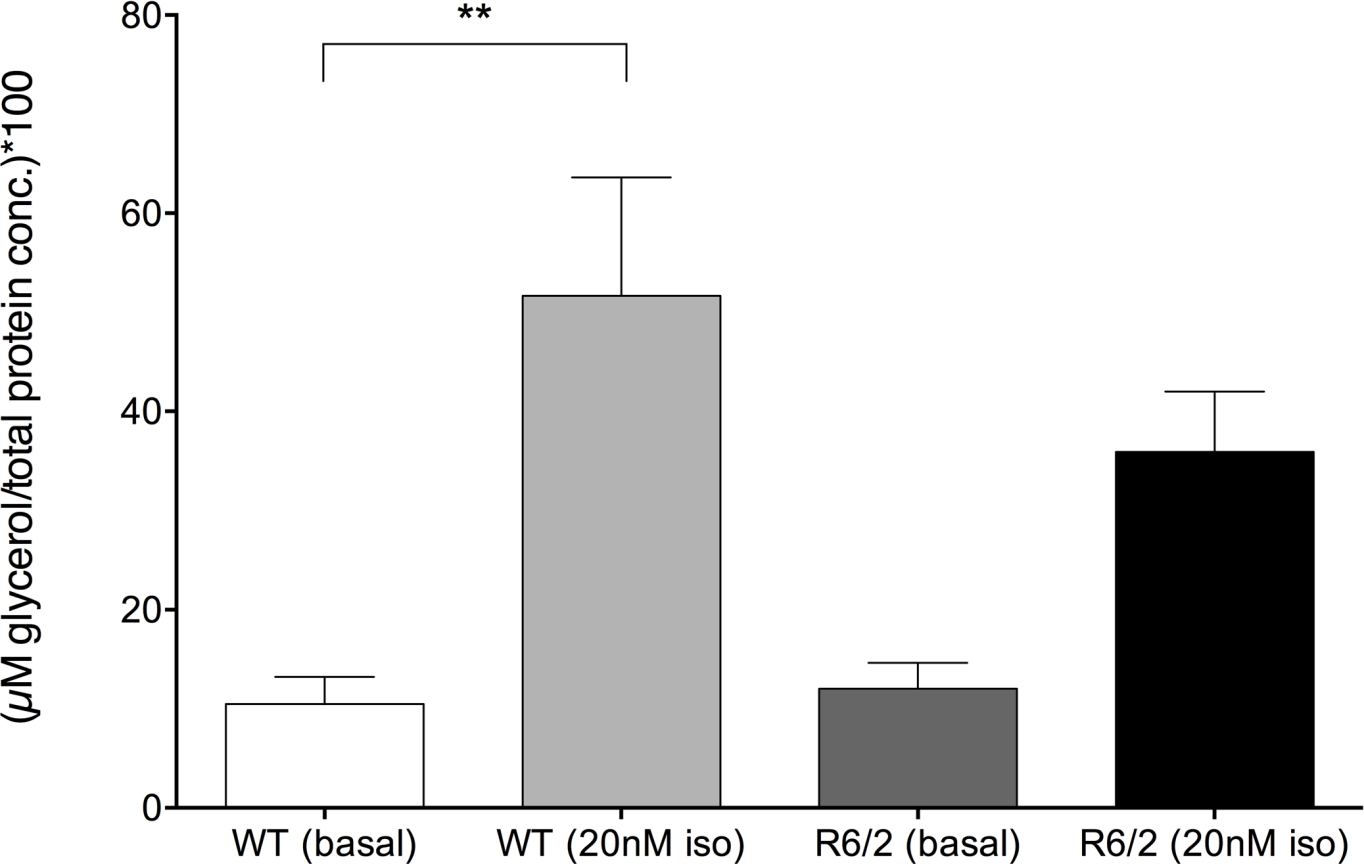
Isoprenaline-induced lipolysis is reduced in 12 week old R6/2 epididymal WAT. Glycerol concentration (relative to total protein content of cells) at baseline and following 20nM isoprenaline stimulation for 12 week old WT (white bars; n = 8–12) and R6/2 mice (grey bars; n = 9–13). Isoprenaline significantly increases lipolysis in isolated epididymal WAT of WT mice, however the response in R6/2 isolated epididymal WAT is not significant compared to basal levels. Bars represent mean ± SEM, ** P < 0.01.

### Altered oxygen consumption in R6/2 mouse subcutaneous inguinal WAT

Both gene and protein expression analyses revealed increased UCP1 in R6/2 WAT. To examine the functional consequences of this increased expression, we investigated oxygen consumption in isolated subcutaneous inguinal WAT from R6/2 mice by high-resolution respirometry. Compared to WT controls, R6/2 inguinal WAT shows a subtle, but not significant, increased rate of both endogenous (Fig 7A) and basal_CI+II_ (Fig 7B) oxygen consumption in the presence of complex I and II substrates. Addition of digitonin to permeabilise the cells did not result in a further increase in respiration indicating that any difference was not caused by differently permeable cell membranes in the R6/2 mice (data not shown). To determine whether the electron flux at the respiratory chain was uncoupled from oxidative phosphorylation in R6/2 inguinal WAT, we then investigated the response to the chemical uncoupler FCCP and calculated the ratio between the flux during basal_CI+II_ respiratory rate and maximal uncoupled respiration by FCCP. Here, we observed a significantly increased basal_CI+II_/FCCP ratio in R6/2 inguinal WAT compared to WT (1.19 ± 0.08 vs. 1.00 ± 0.03, P = 0.0436; Fig 7D) despite comparable respiratory rates following uncoupling with FCCP (Fig 7C), suggesting that the mitochondrial respiration in subcutaneous inguinal WAT of this HD mouse model is already uncoupled from oxidative phosphorylation. Similarly, we saw a decreased maximal coupled/basal_CI+II_ ratio in R6/2 WAT compared to WT, further suggesting enhanced uncoupling activity in R6/2 inguinal WAT (Fig 7E).

**Fig 7:**
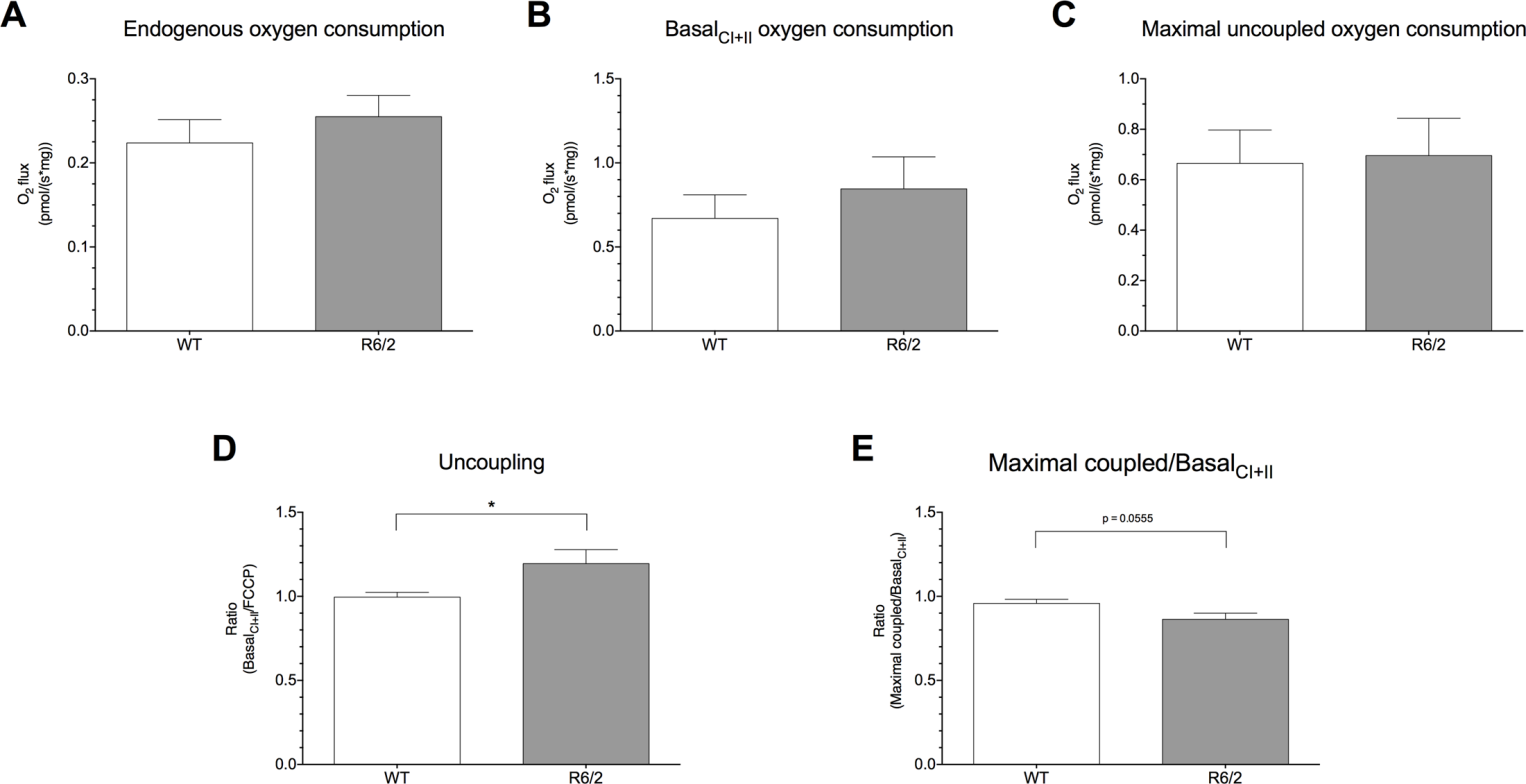
Increased oxygen consumption in R6/2 inguinal WAT. Endogenous oxygen consumption (**A**), basal_CI+II_ oxygen consumption (**B**), maximal uncoupled oxygen consumption following addition of FCCP (**C**), level of mitochondrial uncoupling (**D**) and maximal coupled/basal_CI+II_ ratio (**E**), measured using the Oxygraph-2k. Endogenous oxygen consumption and basal_CI+II_ oxygen consumption (following addition of complex I and II substrates) show subtle, but not significant, increased rates for R6/2 inguinal WAT compared to WT. Maximal uncoupled oxygen consumption following FCCP addition was comparable, however, for both genotypes. Mitochondrial uncoupling, measured as the ratio of basal_CI+II_ /maximal uncoupled oxygen consumption was significantly increased in R6/2 WAT, suggesting that the mitochondria display an increased uncoupling activity. This finding was further confirmed by a reduced maximal coupled/basal_CI+II_ ratio in R6/2 inguinal WAT. Oxygen consumption rates are expressed per mg WAT. All data are represented as means ± SEM of seven independent experiments, * P < 0.05.

### Key brown gene expression alterations also present in Q175 mouse inguinal WAT

In order to investigate whether the gene expression changes that accompany the WAT browning process found in R6/2 mice are also present in the full-length Q175 mouse model of HD, selected targets were investigated in inguinal WAT of 12- and 18-month old Q175 mice. In line with R6/2 mouse gene expression alterations, there was significantly increased expression of the pro-brown adipocyte genes *Pparα* (1.80 fold; P = 0.00353) and *Zfp516* (1.70 fold; P = 0.00570) in 12-month old Q175 mice (Fig 8A). In 18-month Q175 mice, we could similarly show significant increases in *Pparα* (1.50 fold; P = 0.00931) and *Zfp516* (2.68 fold; P = 0.00013), as well as a trend towards upregulation of *Ucp1* (1.70 fold; P = 0.06156) (Fig 8B).

**Fig 8:**
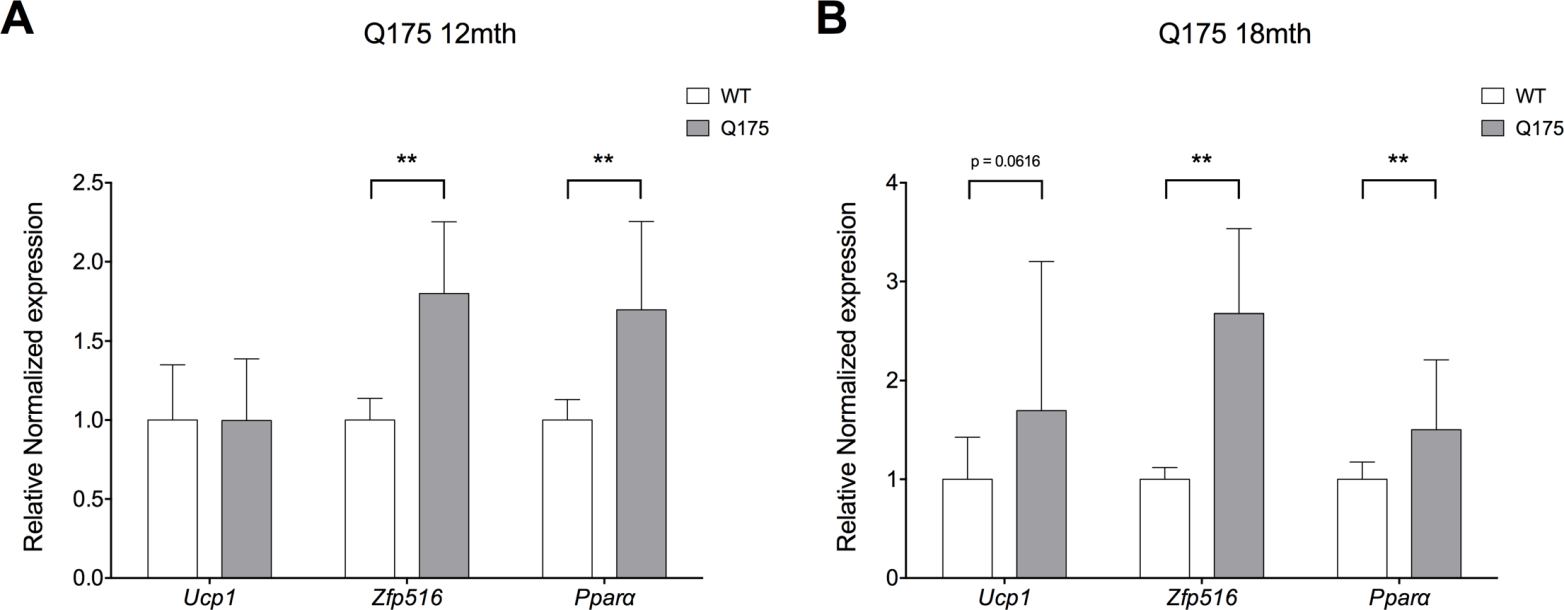
Significantly upregulated pro-brown adipose tissue gene expression in Q175 mouse inguinal WAT. Normalized gene expression from 12-month Q175 (grey bars; n = 4) versus WT (white bars; n = 6) subcutaneous inguinal WAT (**A**). Here we replicated the upregulated gene expression of the pro-brown adipose tissue genes *Pparα* and *Zfp516* as observed in 12-week R6/2 mice. Normalized gene expression from 18-month Q175 (grey bars; n = 6) versus WT (white bars; n = 6) subcutaneous inguinal WAT (**B**). Here we replicated the upregulated gene expression of the pro-brown adipose tissue genes *Pparα* and *Zfp516* as observed in both 12-week R6/2 mice and 12-month Q175 mice, and observe a trend towards upregulation of *Ucp1*. Gene expression was analyzed using the ΔΔCt method and normalized to *Gusb*, *Hsp90ab1* and *Tbp*. Bars represent mean ± SEM, ** P < 0.01.

## Discussion

Increased energy expenditure and a negative energy balance are largely affected by brown fat expansion and/or activation. Inducible brown-like adipocytes in white adipose tissue share the characteristics of high mitochondria content, UCP1 expression and thermogenic capacity when activated. In this study, we have found histological and gene expressional evidence for presence of brown-like adipocytes in R6/2 mouse WAT. Transcriptional changes potentially contribute to convert the fate of inguinal WAT towards brown-like. Targeted array data showed upregulation of *Pparα* and *Sirt1*. These factors have both been previously shown to mediate browning of white adipose tissue in metabolic disorders [39]. Transcriptional regulation of the *Ucp1* gene is controlled by many regulatory factors, including peroxisome proliferator-activated receptor gamma (PPARγ), C/EBP families and CREB [40]. PPAR*α* is an important regulator of energy homeostasis through its ability to stimulate fatty acid oxidation [41]. PPAR*α* is also expressed in BAT and it has been shown that PPAR*α* activators induce UCP1 expression [42]. Importantly, PPAR*α* has been shown to play a role in regulating UCP1 during induction of brown-like adipocytes in WAT [21]. In our study, *Pparα* expression is increased in both R6/2 and Q175 HD mouse inguinal WAT, indicating a possible role for the appearance of brown-like adipocytes in R6/2 WAT. Adipocyte differentiation requires complex regulation. CREB1 is a transcription factor involved in determining fate of adipocytes [21]. Potentially CREB1 plays a role in the here observed inguinal WAT browning, as CREB activation leads to downstream activation of UCP1 [43]. Interestingly, we recently showed CREB1 to be a highly significant transcription factor altered in human premanifest HD subcutaneous adipose tissue [16].

Here, we observed elevated levels of *Zfp516* mRNA in R6/2 inguinal WAT as compared to WT littermates, in line with a marked increase in *Ucp1* mRNA expression. *Zfp516* is an activator of both *Ucp1* and *Pgc1a*, thereby promoting brown adipose tissue activation [44]. This increase in *Zfp516* mRNA expression was also observed in Q175 mice at both 12- and 18-months of age.

Differentiation of adipocytes has previously been shown to be altered in HD mouse models [15]. Here, using a targeted array to investigate genes involved in the differentiation and maintenance of mature adipocytes, we found several genes to be significantly altered in R6/2 inguinal WAT (*Cfd*, *Gata3*, *Jun*, *Pparα*, *Sirt1*, *Taz* and *Wnt5b*; Table 5).

GATA-2 and -3 are transcription factors found in WAT, but not BAT, that regulate adipocyte differentiation, whereby deficiency of GATA3 enhances adipocyte differentiation and overexpression inhibits differentiation [45]. Consistent with this, we observed increased *Gata3* expression in R6/2 inguinal WAT relative to WT, indicating a reduction in white adipocyte differentiation from preadipocytes and supporting our data that R6/2 WAT undergoes browning.

A recent study highlighted miR-27 as a transcriptional regulator of brown adipogenesis [46]. Reduced miR-27 was shown to directly target key components of brown adipose transcription, such as *Pparα* and *Creb1* [46]. We have in this study demonstrated upregulation of *Pparα* and have previously highlighted the CREB1 pathway to be altered in premanifest human HD adipose tissue [16]. Possibly, since miR-27 is downregulated following prolonged cold exposure, and HD mice show progressive hypothermia [38], altered levels of miR-27 in HD mice could be involved in browning of their WAT.

In addition to classical neurological symptoms, HD is complicated by problems such as weight loss, for which the underlying mechanisms are not fully understood. Patients with early HD, as well as R6/2 mice, have been shown to display a negative energy balance [13]. Weight loss in R6/2 mice has been shown to be accompanied by increased oxygen consumption and to occur independently of increased food intake [11], indicating increased energy expenditure. White adipose tissue obtained from R6/2 mice shows evidence of inguinal and epididymal WAT browning, illustrated by histological findings (Fig 1; S1 Fig) and key gene expression alterations (Figs 2 and 3, Table 5, S1 Table). We could also show evidence of browning in inguinal WAT of the Q175 mouse model of HD (Fig 8). Taken together, this could contribute to the increased energy expenditure described to occur in HD. Indeed, our results indicate a subtle trend towards increased oxygen consumption and a significantly increased uncoupling activity in R6/2 subcutaneous inguinal WAT.

We found increased inguinal WAT expression of *Ucp1*, at both gene and protein level, along with a markedly increased inguinal WAT *Ucp1* response to cold exposure. To test whether this resulted in functional consequences and possibly higher degree of uncoupling activity in R6/2 WAT mitochondria, we utilised high-resolution respirometry to measure oxygen consumption of homogenised subcutaneous inguinal WAT from 12 week R6/2 mice and WT.

Our data show an increased uncoupled mitochondrial oxygen consumption in R6/2 inguinal WAT causing a trend towards increased endogenous and basal_CI+II_ oxygen consumption, suggesting that inguinal WAT of R6/2 mice develops characteristics of brown-like adipocytes. The appearance of brown-like adipocytes in WAT has been documented in several transgenic mouse models leading to a lean phenotype [47, 48]. It is therefore likely that a subtle increase in oxygen consumption in WAT of R6/2 mice may contribute, at least in part, to an increase in energy expenditure. HD patients and mouse models have been shown to exhibit signs of metabolic disorder, such as increased incidence of diabetes [49, 50] and cardiovascular disease [51, 52]. Increased metabolism has been previously demonstrated in the R6/2 mouse model of HD [11] and premanifest HD patients have been shown to exhibit increased energy expenditure alongside higher caloric intake and reduced BMI [53]. Further, in HD, a negative energy balance has been shown [13]; it remains possible that over time, a slight change in WAT features, such as our observation of more brown-like adipocytes, could play a part in HD-related energy metabolism and body weight balance.

In BAT, PPARγ co-activator 1alpha (Pgc-1*α*), is the key regulator of *Ucp1* expression [54]. In HD BAT, impairment of Pgc-1*α* has been shown to be linked to a blunted *Ucp1* response to cold exposure [38]. This finding we could here replicate. To our surprise, in R6/2 inguinal WAT there was however a markedly induced *Ucp1* expression response to cold exposure.

Lindenberg *et* al., using two-point magnitude MRI, showed that R6/2 mice display a 50% reduction in BAT volume as compared to WT mice [55]. The observed reduction remained significant even following normalisation to total body volume. Here, we observed a reduced *Ucp1* response in R6/2 iBAT following cold exposure (Fig 5B), suggesting that in addition to a reduction in BAT volume, R6/2 BAT also exhibits functional impairment, in line with previous findings [38]. While we observed no alteration in the expression of *Pgc-1α* in inguinal WAT of R6/2 mice, previous studies have shown its impairment in HD BAT. iBAT whitening in HD mouse models has been demonstrated [38], as well as a reduction in BAT volume [55]. Taken together, this might explain the blunted response to cold exposure observed in R6/2 mouse iBAT. This blunted response to cold exposure was not surprising, however, since HD mice display progressive hypothermia upon cold exposure [38].

Our results warrant further studies using for example MRI after cold exposure to see whether the inguinal WAT browning (Ucp1 expression) will be noted also using MRI.

Our gene expression analysis also suggests alterations in R6/2 WAT lipolytic function. Supportive of this and similar to results obtained by Fain and co-workers demonstrated in 2001 [14], we could here observe that isoprenaline-stimulated lipolysis was reduced in R6/2 epididymal WAT. Possibly, the altered fate of R6/2 mouse WAT also affects energy utilization and storage capacity. Alterations in visceral WAT have also been reported previously, with an increase in depot volume/weight with disease progression in R6/2 mice [15]. Interestingly, inflammation of visceral adipose tissue has been demonstrated to play a role in insulin resistance [56]. As insulin resistance has been shown in the R6/2 mouse model of HD [49] as well as a peripheral immune response detected in serum [57], further studies are required to elucidate whether the alterations in WAT may be linked to an inflammatory response.

In summary, our data suggests that HD mouse WAT undergoes a browning phenomenon characterised by increased *Ucp1* expression, leading to functional consequences. These changes may contribute to the weight loss and/or metabolic disturbances observed in HD. As the presence of brown-like adipocytes in WAT affect overall energy expenditure, it is highly relevant for further investigation in human HD.

## Supporting Information

S1 Fig Brown-like adipose features within epididymal WAT of R6/2 mice. Representative images of epididymal white adipose tissue (WAT) from **A** wild type (WT) and **B** R6/2 transgenic mice. Scale bars = 20 μm. **C** Representative image from R6/2 epididymal WAT showing numerous small brown-like adipocytes interspersed between larger unilocular white adipocytes. As with inguinal WAT, we failed to observe this phenomenon in the WT epididymal samples. Scale bar = 20 μm.
(TIF)

S2 Fig Uncropped Western blot. Uncropped Western blot image from which Fig 4 of UCP1 levels in inguinal WAT from 12-week old R6/2 and WT littermate mice is adapted. Stain-free imaging (Bio-Rad; right panel) was used as the loading control and also for normalization.
(TIF)

S1 Table R6/2 versus WT affymetrix data. Complete affymetrix dataset for R6/2 vs. WT inguinal WAT following SAM analysis.
(XLS)

S2 Table Transcription factor networks. Transcription factor networks involving the 69 most significantly altered genes from affymetrix analysis of R6/2 versus WT inguinal WAT.
(XLSX)

S3 Table Pathway maps. Pathway maps based on the 69 significantly altered transcripts from affymetrix analysis of R6/2 versus WT inguinal WAT.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

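Gene expression was measured in inguinal WAT of 12 male mice of 12 weeks, 6 R6/2 and 6 WT littermates, with 1 Affymetrix Mouse Gene 2.0 ST array per mouse. The authors kept RNA of a stated integrity, normalized the arrays together by RMA in Affymetrix Expression Console 1.1.2, and deposited 1 value per probe set on the log2 scale. The deposited values are not filtered and not centred per gene; the later filters and the merging of probe sets that the methods describe are not in them. The submitters' processing notes name the same program and method. The replicate numbers of the mice are those of the sample labels, and all 12 columns were used. S1 Table was used for its first 190 rows only; the values there differ from the deposited ones by at most 5e-05. It served for the constant of SAM, the study's own calls and the positions of genes. No overlap or enrichment was tested on it.

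Genes were named through the platform's annotation, in which 23521 of 41345 probe sets have 1 gene symbol, 1814 have several and 16010 have none. Probe sets with several symbols or none were left out of all tests. The level filter used the medians of the probe sets without a symbol, 5.4509 in WT and 5.4431 in R6/2 mice, and a mean above it in at least 1 genotype. It kept 15324 probe sets and 14546 genes, of which 948 had more than 1 probe set and were merged by the median in each array. For arrays the number of mice limits the precision: 6 against 6 give a smallest exact two-sided p of 0.00216.

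The main test was limma 3.58.1 (lmFit and eBayes) in R 4.3.3, R6/2 minus WT over all 12 arrays without covariates, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. SAM was computed after the study, with every assignment of 12 mice to 2 groups of 6, the constant s0 of 0.0482 that the denominators of S1 Table give, a share of unchanged genes of 0.971 and a q threshold of 5%. Gene lists were tested with fry from limma, adjusted over the 30 lists that had at least 5 measured genes, with camera as an alternative. fry tests whether the genes of a list move one way on balance, and its mixed form whether they change in either direction; neither compares a list with other genes. *Hp*, *Lox*, *Ucp1* and the list means had exact permutation tests, two-sided. Correlations over the 12 mice had permutation tests that did not keep mice within their genotype. Data were read with data.table 1.17.8 and plots drawn with Python 3.11.15 and matplotlib 3.10.9.

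The lists were fixed before the deposited values were examined, but after the leading rows of S1 Table, which hold values and SAM results of these same arrays, had been seen. They are therefore not blind to the study's leading genes. They cover thermogenic, beige-selective, white adipocyte and mature adipocyte genes, lipolysis, fatty acid oxidation and synthesis, the respiratory chain, cholesterol synthesis, collagen and matrix, adipocyte progenitors, macrophage, lymphocyte, skeletal muscle, endothelial, epithelial, erythroid and neural markers, acute phase, complement, glucocorticoid-responsive, circadian, interferon-induced, cell cycle, secretory pathway and BMP7 genes, and 5 lists of genes that the paper names. No erythroid gene passed the level filter, so that list has no result. Genes were named in the text by a rule fixed at the same time: the 10 genes with the smallest limma p in each direction among those changed by at least 1.5 times, every gene the paper names in its text, Tables 1 to 5 or Fig. 3, and in each list up to 4 members with the smallest p. The leading rows of S1 Table had been seen when this rule was written as well. *Vps13a*, *Alad*, the genes leading the principal components and further list members given as examples were chosen after their values were seen.

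The methods were tested on simulated data with 14546 genes and the genotype contrast, in which 50 genes each were changed by 1.5, 2, 3 and 4 times. With independent spread limma recovered 22, 42, 46 and 48 of them and SAM 21, 46, 46 and 48, each with 4 unchanged genes called. With a spread that followed the lymphocyte mean, limma recovered 25, 40, 45 and 50 with 4 unchanged genes called, SAM 31, 43, 47 and 50 with 14, and limma with that mean as a covariate 37, 45, 47 and 50 with 19. The single list simulated as changed passed fry, and 0 of 20 unchanged lists did. That check was set to stop unless the changed list passed. All genes of that list moved down by 2 times, and the spread was independent between genes. Genes of the real arrays vary together, so the check does not show how fry behaves on the real lists. Alternatives set before the deposited values were examined covered the level filter, the handling of probe sets, the normalization, the variance model, array weights, the thresholds, the constant of SAM, a test of each gene by its own variance (unequal between genotypes), the replicate number as a block, the test of lists and leaving out each mouse. Covariates for lymph node, muscle and macrophage genes, and leaving out the 3 arrays low in lymph node genes (a lymphocyte mean below 7), were added after the data had been seen. RT-qPCR, the PCR array, histology, protein, respirometry, cold exposure and the Q175 mice were not analysed here, nor were the network and pathway enrichments.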

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

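The tests of lymph node, muscle, macrophage and label explanations, and the splits run with covariates, were chosen only after the results were seen; the splits of the limma, SAM and list counts without covariates were set beforehand.

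R6/2 mouse 4 stood apart from the other 5 R6/2 mice in *Ucp1*, at 8.44 with the nearest at 11.41 (a gap of 0.712 of the group's range), and in *Lox*, at 8.38 with the nearest at 7.51 (0.667 of the range), which are 2 of 22 groups examined, where chance sets a mouse apart in about 1 in 20. A mislabelled sample may account for it: of 23 genes that limma called without this mouse, it lay nearer to the other R6/2 mice in 4 and nearer to WT in 19, and over the 50 genes with the smallest p with each mouse left out it lay nearer to R6/2 in 7, against 30 to 44 for the other R6/2 mice and 9 to 31 for WT mice. Looked at only afterwards, it lay beyond every WT mouse towards R6/2 in 7 of the 23. Among them were *Hp*, at 9.64 against a lowest WT value of 10.53, and *Vps13a*, at 9.36 against a highest of 9.03. Over the 50 genes it lay beyond every WT mouse in 9, while single WT mice lay beyond the other WT mice in 8 to 33. The 50 genes were chosen anew for each mouse, and WT mice were set against 5 other WT mice rather than 6. The counts beyond WT are therefore not alike between the genotypes and do not decide the label. Little lymph node in its pad stays open: 0 of the 2 other mice low in lymph node genes lay below their genotype's median in *Ucp1* (WT mouse 4 at 10.06 against 9.92, R6/2 mouse 3 at 12.55 against 11.91), but in *Lox* WT mouse 4 was the highest WT mouse, at 9.21, and R6/2 mouse 3 the next highest R6/2 mouse, at 7.51. The paper states that CAG repeat length was determined by PCR and reports more UCP1 protein in R6/2 than WT mice with 6 of each, which speaks for the labels of the animals but is not given per array; variation between R6/2 mice stays open and untested, so the label is not settled and the mouse was kept in all results.

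Acute-phase genes passed as a list by fry (adjusted p = 0.0373 from fry) but not by camera with an estimated correlation (adjusted p = 0.0967 from camera). Macrophage, complement and matrix genes lay lower with them, with *Cd68* an abundant one among them. A different amount of lymph node is argued against. The mean over the 92 genes of these lists differed by -0.56 (standard error 0.17), and by -0.57 (standard error 0.16) with the lymphocyte mean as a covariate. Dilution by muscle or other tissue stays open. The shift of -0.56 differed from that of -0.12 in endothelial and mature adipocyte genes (exact permutation p = 0.0390). These lists were written after leading rows of S1 Table had been seen, and combined after they had come out lower. A larger shift was therefore favoured from the start, and the test cannot decide. Whether a lower macrophage signal is the whole cause for the acute-phase genes stays open: their mean differed by -0.62 (standard error 0.14) before and -0.39 (standard error 0.16) with the macrophage mean as a covariate, but with it the list's median was -0.18 and its call was lost (adjusted p = 0.635 from fry). For complement and matrix genes outside the macrophage list it may be the source, with -0.51 (standard error 0.19) before and -0.23 (standard error 0.23) after, as the difference shrank and its error grew. Of the 29 macrophage genes 4 are held by another list, 8 are called in S1 Table and all 29 lay above the level filter in every WT mouse, and a response of the adipocytes themselves to the transgene stays open, untested.

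Muscle genes had higher values in R6/2 pads beside *Ucp1*, the thermogenic genes and the respiratory chain. With the muscle mean as a covariate the difference in *Ucp1* went from 1.50 (standard error 0.80) to 1.07 (standard error 0.72). That of the thermogenic mean went from 0.45 (standard error 0.22) to 0.30 (standard error 0.17). More than 0.5 of each remained. Both lay within the 95% limits of their errors with the covariate, and already did so without it. With the macrophage mean instead, *Ucp1* differed by 0.30 (standard error 0.85) and the thermogenic median changed sign to -0.05, so muscle, the macrophage signal and a thermogenic change cannot be told apart for them. The respiratory chain went from 0.19 (standard error 0.17) to 0.0854 (standard error 0.14). Its difference lay within the 95% limits of its error before the covariate too. There was thus no established shift to trace, and muscle in the pads stays open as a source. None of the 20 muscle genes is held by another list or called in S1 Table, 10 lay above the level filter in every WT mouse, *Acta1* ran from 6.31 to 12.60 over the 12 arrays, and a recruitment of brown or beige adipocytes in R6/2 mice stays open, not tested apart from these tissues.

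Splits of the 12 mice into 2 groups of 6 bear on the counts; of the 100 splits 1 is the real grouping, which every number of splits here includes. For the genes called by limma the splits decide nothing, since with 0 called every split gives as many (100 of 100; highest other split 3542). Chance cannot be excluded for those at an unadjusted p of 0.05 (850; highest other 5804; 29 of 100) or for those called by SAM (86; highest other 6705; 16 of 100). For the gene lists as many passed in 4 of 100 splits (2; highest other 18), but the study chose 1 of the 2 lists on these samples and the other was written after rows of S1 Table had been seen, so chance is not excluded there either. With the lymphocyte mean as a covariate limma called as many in 2 of 100 splits (17; highest other 222), and with the lymphocyte and muscle means only in the real grouping, 1 of 100 (21; highest other 6). These covariates were chosen after seeing the results, and splits were run only for the 2 fits with covariates that called genes, so chance is not excluded for them either. Splits that call many genes point to a structure of the samples. The arrays do differ in lymph node genes, but how each split divided those arrays was not examined.

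The paper's text does not discuss *Vps13a*, whose log2 difference was 0.41 with 6 of 6 R6/2 mice above every WT mouse. It does not discuss *Lrg1*, with a difference of -1.43, either. The same holds for *C7*, with a difference of -1.88 and 6 of 6 R6/2 mice below every WT mouse.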

How the results depend on the processing

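The covariates and the run without the arrays low in lymph node genes were chosen after the data had been seen; all else was set before the deposited values were examined. The main limma fit called 0 genes, so no gene call could be reversed. Neither of the 2 lists that passed was reversed. Of 868 list values under other settings, 83 changed direction. SAM gave 83 lower and 3 higher genes; it gave 25 and 0 with no filter on level, 142 lower at 10%, 272 and 6 without the 3 arrays low in lymph node genes, 1 higher with the filter in both groups and 0 higher after quantile normalization. Under the other planned settings with all mice it stayed between 57 and 94 lower. Leaving out 1 mouse gave from 15 to 411 lower and from 1 to 7 higher; the 411, without R6/2 mouse 4, held all 83. limma called 0 in each direction, and also with the other level filters, the handling of probe sets, both normalizations and the trend. It called 40 lower and 6 higher with array weights, 1 lower at 10%, 15 and 2 with the lymphocyte covariate, 17 and 4 with lymphocyte and muscle covariates, 8 and 1 without the arrays low in lymph node genes, and from 0 to 22 lower and from 0 to 1 higher on leaving out a mouse. The 22 and 1 were without R6/2 mouse 4, and the 1 (*Hp*) without WT mouse 1 or 3. A test of each gene by its own variance, which the paper does not state for these arrays, gave 419 lower and 412 higher at an unadjusted p of 0.05 and 0 after Benjamini-Hochberg. The cause of these changes was not tested, beyond fewer mice or a wider threshold where those are the setting.

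Of gene lists, 2 passed. It was 0 with no filter on level, with the muscle covariate, the macrophage covariate and camera with an estimated correlation, 8 with array weights, 8 with the lymphocyte covariate, 5 with both, 6 without the arrays low in lymph node genes, 15 with camera's preset correlation, and from 0 to 6 on leaving out a mouse. The acute-phase list (median -0.45) lost its call with no filter on level (-0.45, adjusted p = 0.0644), the muscle covariate (-0.40, 0.0763), the macrophage covariate (-0.18, 0.635) and camera's estimated correlation (-0.45, 0.0967), and its median lay from -0.64 to -0.37 on leaving out a mouse. The white adipocyte list (-0.22) passed with array weights (-0.29, 0.0154), the lymphocyte covariate (-0.24, 0.0455), without the arrays low in lymph node genes (-0.36, 0.0400) and with camera's preset correlation (-0.22, 2.57e-06), but not with an estimated correlation (adjusted p = 0.195), and lay from -0.32 to -0.12 on leaving out a mouse. With the macrophage covariate the thermogenic median was -0.05 (adjusted p = 0.919). The thermogenic list passed only with camera's preset correlation (0.31, 3.47e-05), a call that the estimated correlation does not give (adjusted p = 0.461).

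*Hp* passed limma with array weights (-2.23, adjusted p = 0.00530), the lymphocyte covariate (-2.12, 0.00513), lymphocyte and muscle covariates (-1.97, 0.00297) and without the arrays low in lymph node genes (-2.01, 0.0345); it lay from -2.26 to -1.92 on leaving out a mouse, and its adjusted p from 0.00297 to 0.984 over all. *Lox* passed limma with array weights (-1.18, 0.0235). *Ucp1* kept its direction, from 0.30 with the macrophage covariate to 2.11 without R6/2 mouse 4. Of 2647 values of 95 named genes under other settings, 2583 stayed on the same side of limma's threshold and 64 came to pass it; 68 of them changed sign, none in a gene that SAM called. Mice of the same number do not pair. With the number as a replicate block limma called 2 lower (*Lrg1* and *Zbtb16*). Of the lists 6 passed, among them white adipocyte (-0.22, adjusted p = 0.0199 from fry). Of 6 pairs 2 correlated over 0.1. For 2 WT mice the R6/2 mouse of the same number was the best partner, and the reverse was not examined. Signal over background limits genes such as *Hdhd3*, whose WT mean lies under the level filter.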

Differences from the paper's values

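Tests chosen after the data were seen play no part here except where named. The paper reports 69 genes lower in R6/2 WAT at a false discovery rate of 5% with a limit of 1.5 times; limma at an adjusted p of 0.05 called 0 lower, with 482 lower at an unadjusted p of 0.05. Of the alternatives set before the deposited values were examined, all 26 differ from 69 by more than 1.5 times, among them array weights with 40, leaving out R6/2 mouse 4 with 22 and a test of each gene by its own variance at an unadjusted p of 0.05, which the paper does not state for these arrays, with 419. By SAM, the study's method, 83 were lower, which is within 1.5 times of 69, and so were 10 of 22 alternatives (57 to 94 genes): both other level filters that keep a limit, both other ways with probe sets, both normalizations, the constant of SAM from the data, the limit of 1.5 times, and leaving out WT mouse 1 or 5. The other 12 were no filter on level, the 10% threshold and leaving out any of the remaining mice.

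In S1 Table 69 rows have a q under 5%, of which 50 change by at least 1.5 times and 19 by less. Of the 69, 66 were tested here and 56 were called lower by SAM. The 10 others had q values from 5.45% (*Gpx3*) to 18.5% (*Col5a1*). As many genes as S1 Table has rows called 7 of them (*Anxa1*, *Gpr146*, *Gpx3*, *Ntrk2*, *Sdc3*, *Trem2* and *Vim*), the brightest probe set 3 (*Col5a1*, *Cyp2f2* and *Sfrp2*), every probe set 4 (these and *Gpx3*), quantile normalization 3 (*Anxa1*, *Gpx3* and *Sdc3*), leaving out R6/2 mouse 4 8, WT mouse 3 7 and WT mouse 1 or 5 2 each, and leaving out the arrays low in lymph node genes, chosen after seeing the values, 5. The smallest q of a row higher in R6/2 mice in the rows of S1 Table used here was 6.14%, whereas SAM here called *Vps13a*, *St3gal6* and *Hdhd3* higher.

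The paper states that *Ucp1* was upregulated in this dataset; its log2 difference here was 1.50 with a ratio of arithmetic means of 2.99, which matches the paper's fold of 3.0, but it passed neither limma nor SAM with all mice and passed SAM only without R6/2 mouse 4. For *Hp* and *Lox* the paper's 4.6 and 2.0 match the ratios of 4.60 and 2.04. The paper states that several altered genes interact with huntingtin; of the 11 measured genes of Table 3, *Egfr* was the only one past SAM, and it passed limma with array weights and, chosen after seeing the values, with lymphocyte and muscle covariates.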

Other observations

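The test of chromosomes was chosen only after its result had been seen, as were the correlations. Genes that glucocorticoids regulate differed in both directions in R6/2 inguinal WAT. Of 18, listed after the leading rows of S1 Table, with *Mt2* and *Zbtb16* among them, had been seen, 15 had lower values, and 7 were lower and 2 higher when adjusted over the list alone. Lower by SAM as well were *Zbtb16*, a transcription factor strongly induced by glucocorticoids (log2 difference -1.33, standard error 0.30), *Fkbp5*, a chaperone of their receptor (-0.97, standard error 0.26), and *Tsc22d3*, an anti-inflammatory mediator (-0.60, standard error 0.18). *Zbtb16* passed SAM in 20 of 20 other settings, but *Fkbp5* in 11 and *Tsc22d3* in 6, both lost without most single mice. The receptor gene *Nr3c1* and *Pdk4* were the 2 higher ones. The list did not pass in 1 direction (median -0.49, adjusted p = 0.119 from fry) but did in fry's mixed test (adjusted p = 0.00459), as did 8 lists in all. Macrophage genes lay lower in the same pads. Of 29 genes of the secretory pathway, 25 had lower values (median -0.11, adjusted p = 0.12 from fry), with *Ddost*, *Creb3l1* and *Ckap4* lower by SAM and *P4hb* over the list alone only. These SAM calls held in just 8, 5 and 9 of 20 other settings and were lost without most single mice. Of 21 interferon-induced genes, 19 had lower values (median -0.27, adjusted p = 0.173 from fry), and *Ifi205* was lower by SAM (-1.50, standard error 0.36; 17 of 20 other settings). Among 16 genes of the circadian clock, 7 had higher and 9 lower values (adjusted p = 0.837 from fry): *Cry1*, a repressor of the clock, was higher over the list alone (0.35, standard error 0.10), and *Nr1d1*, another, was lower by SAM (-0.98, standard error 0.25; 14 of 20).

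Adipocyte progenitor genes had 5 higher and 11 lower values of 16 (adjusted p = 0.592 from fry), with *Gdf10*, an inhibitor of adipogenesis, lower by SAM (-0.84, standard error 0.21; 11 of 20). The lymphocyte genes were split, with 9 higher and 9 lower (adjusted p = 0.954 from fry). Endothelial genes had 3 higher and 9 lower values of 12, epithelial genes 2 higher and 3 lower of 5, neural genes 1 higher and 4 lower of 5, and cell cycle genes 3 higher and 14 lower of 17, each with adjusted p = 0.954 from fry and 0 members past SAM. *Vps13a* lost its SAM call only with no filter on level and after quantile normalization. *Prodh*, an enzyme of proline breakdown (-0.61, standard error 0.11), *Lpin3*, a phosphatidate phosphatase (-0.67, standard error 0.12), and *Grb14*, an adaptor that dampens insulin signalling (-0.67, standard error 0.14), were lower by SAM, and *Slc27a2*, which activates very long fatty acids, had a higher value without passing it (1.51, standard error 0.41, q 10.4%).

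The paper reports 7 genes as upregulated on a PCR array of adipocyte genes in this tissue. Of the 6 that were measured on the microarrays, *Jun* (0.05, standard error 0.17), *Ppara*, *Sirt1* (0.10, standard error 0.11) and *Taz* (0.06, standard error 0.077) had higher values. *Gata3* and *Wnt5b* (-0.09, standard error 0.086) had lower ones, and none of the 6 passed limma or SAM. By RT-qPCR in this tissue the paper reports *Jun*, *Ppara*, *Sirt1* and *Taz* as significantly upregulated. Over the 20 measured genes of Table 5, 11 had higher and 9 lower values (adjusted p = 0.954 from fry), and *Lep* was the 1 past SAM. The 18 other measured genes that the paper names had 10 higher and 8 lower values, with *Hp* and *Lox* past SAM and over the list alone (adjusted p = 0.0934 from fry, direction lower though the median was 0.04). The study chose both lists on this tissue.

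Over the 12 mice, *Hp* went with the macrophage mean (r 0.798, permutation p = 0.00227, adjusted 0.00908; rho 0.790, permutation p = 0.00320), with r 0.754 without the 2 mice farthest from the median, 0.704 within WT and 0.473 within R6/2 mice. *Ucp1* went against it (r -0.682, permutation p = 0.0158, adjusted 0.0316; rho -0.720, permutation p = 0.0104), with r -0.618 without those farthest, -0.686 within WT and -0.431 within R6/2 mice. *Hp* showed no clear relation to the lymphocyte mean over all 12 mice (r -0.176, permutation p = 0.578, adjusted 0.578). Spearman's rho was -0.294 (permutation p = 0.355), and r was -0.100 without the 2 farthest. Within genotypes r was larger in size, at -0.638 in WT and -0.395 in R6/2 mice. Of the 4 relations 2 passed after adjustment. The permutations ran over all 12 mice without regard to genotype. *Hp* and the macrophage mean were lower in R6/2 mice and *Ucp1* had higher values. The permutation p of these relations therefore partly restates the differences between genotypes, and within genotypes none was computed.

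*Hdhd3* and *Alad*, which encodes an enzyme of haem synthesis, are neighbours on chromosome 4 and both had higher values in R6/2 mice. *Alad* differed by 0.83 (standard error 0.27), without passing limma or SAM, and *Hdhd3* lay under the level filter in WT mice, so no size is given for it. A hypothesis is that a stretch of that chromosome differs between the genotypes, as a region carried along with the transgene or a strain difference could. Of 894 genes on chromosome 4, 23 passed an unadjusted p of 0.01 where 12.9 would by their share, which over the 20 chromosomes gave an adjusted p of 0.105. The test therefore leaves the hypothesis open: the excess is not past the threshold and no genotype of the region was measured.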
